# Age-related changes in cerebellar and hypothalamic function accompany non-microglial immune gene expression, altered synapse organization, and excitatory amino acid neurotransmission deficits

**DOI:** 10.18632/aging.101040

**Published:** 2016-09-20

**Authors:** Stephen J. Bonasera, Jyothi Arikkath, Michael D. Boska, Tammy R. Chaudoin, Nicholas W. DeKorver, Evan H. Goulding, Traci A. Hoke, Vahid Mojtahedzedah, Crystal D. Reyelts, Balasrinivasa Sajja, A. Katrin Schenk, Laurence H. Tecott, Tiffany A. Volden

**Keywords:** aging, pattern recognition receptor (PRR), hypothalamus, cerebellum, feeding, mouse physical activity, microarray

## Abstract

We describe age-related molecular and neuronal changes that disrupt mobility or energy balance based on brain region and genetic background. Compared to young mice, aged C57BL/6 mice exhibit marked locomotor (but not energy balance) impairments. In contrast, aged BALB mice exhibit marked energy balance (but not locomotor) impairments. Age-related changes in cerebellar or hypothalamic gene expression accompany these phenotypes. Aging evokes upregulation of immune pattern recognition receptors and cell adhesion molecules. However, these changes do not localize to microglia, the major CNS immunocyte. Consistent with a neuronal role, there is a marked age-related increase in excitatory synapses over the cerebellum and hypothalamus. Functional imaging of these regions is consistent with age-related synaptic impairments. These studies suggest that aging reactivates a developmental program employed during embryogenesis where immune molecules guide synapse formation and pruning. Renewed activity in this program may disrupt excitatory neurotransmission, causing significant behavioral deficits.

## INTRODUCTION

Aging individuals vary in their susceptibility for developing mobility impairment or involuntary weight loss. For example, mobility impairments were noted in 36% of subjects enrolled in a large 6 year longitudinal trial studying adults 65+ years old who were functionally intact at enrollment [1]. Much of this loss could not be attributed to sarcopenia, Parkinson's disease, or stroke. Similarly, about 15% of adults experience involuntary age-related weight loss in the absence of cancer, gastrointestinal disease, or stroke [2].

Weight loss and mobility declines are both harbingers of frailty, a clinical syndrome that increases the risk of functional loss and death [3]. Although etiologies of age-related mobility and energy balance impairments are not well understood, there is good reason to suspect that changes in CNS structure and function may be involved. CNS aging alters brain anatomy [4,5]. Progressive loss or altered function of synapses in a specific CNS region ultimately impairs behaviors under that structure's control [6]. How aging changes synapse organization and overall synaptic activity, ultimately causing functional impairment, remains poorly understood. These questions have widespread societal impact, since considerable spending will be required in the coming decade to manage problems directly attributable to CNS aging.

We focused on determining the CNS processes underlying two clinically-significant phenotypes associated with aging: decreased physical activity and weight loss. We first demonstrate that different mouse strains have varying susceptibilities to age-related impairments in mobility and body weight. We then examine the regional impact of age-related changes in gene expression within the cerebellum and hypo-thalamus, two key regions that organize activity and energy-balance behaviors, and translate these findings to the human cerebellum. Finally, we studied the effect of these age-related changes in gene expression on synapse organization, and overall excitatory synaptic activity within these two CNS regions.

## RESULTS

### Aging mice have functional deficits

We began by examining how aging affected mouse functional status: food intake, water intake, and physical activity. These behaviors were evaluated for 13-18 days in a custom-designed home cage behavioral monitoring (HCM) system following 5 days of acclimation [7]. We tested cohorts of young (2-3 mo), middle-aged (12-13 mo), and aged (21-24 mo) BALB and C57BL/6 mice. These two strains have distinct breeding lineages [8], and thus provide an indication of how genetic diversity might influence age-related CNS phenotypes. In C57BL/6 mice, locomotion (Figure 1, left panel) markedly decreased with age (*p*<0.011, F_2,30_=5.2, one-way ANOVA), with a 32% difference noted between young and aged mice by *post hoc* testing (*p*<0.013). By contrast, BALB mice demonstrated no age-related locomotor decreases. Furthermore, false discovery rate analysis (Supplemental Table 1A) showed that aged C57BL/6 mice were more likely to have mobility impairments when compared to either young C57BL/6 or aged BALB mice. For example, aged C57BL/6 mice had more impairments in locomotor-associated behaviors when compared to young C57BL/6 mice (*p*<0.042, χ^2^ test) or when compared to aged BALB mice (*p*<0.026). Similarly, aged C57BL/6 mice had more impairments of nonlocomotor movement-associated behaviors when compared to young C57BL/6 mice (*p*<0.046) or when compared to aged BALB mice (*p*<0.05).

**Figure 1:**
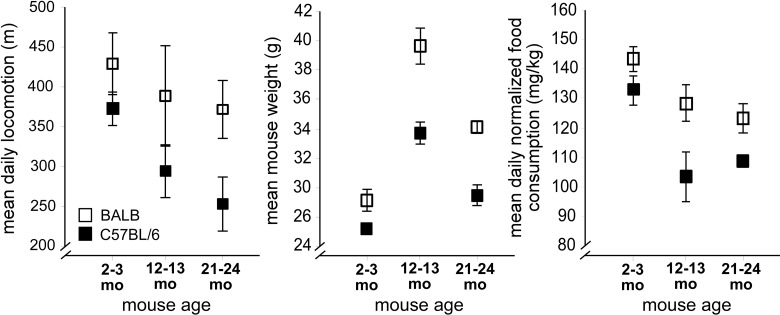
Strain-specific impairments in mouse mobility and energy balance occur with aging Left: Decreased mean daily locomotion in aged C57BL/6 mice (filled rectangles), with preserved mean daily locomotion in aged BALB mice (open rectangles). Center: Body weight in aged C57BL/6 and BALB mice decreases between 12-13 months and 21-24 months. Right: Normalized food intake. For all figures, error bars are ± 1 standard error of the mean.

Further dissection of this mobility deficit revealed a significant decrease in the overall number of locomotor bouts occurring during the circadian dark cycle as well as decreased locomotor speed (Figure 2A). This de-crease in locomotor bout frequency was incompletely compensated by an increase in locomotor bout duration (Figure 2B). Similar changes are observed across aging human cohorts [9]. Furthermore, locomotor paths of young C57BL/6 mice (Figure 2C) were significantly straighter (*p*<<0.001; across-mouse variability *p*<<0.001, within-mouse variability no effect) compared to locomotor paths of aged C57BL/6 mice, suggesting an age-related impact on cerebellar function (and related to tandem gait impairment commonly seen in older adults). By contrast, we observed no age-related difference in overall locomotion, locomotor bouts, or locomotor path straightness in BALB mice (Supplemental Figure 1A, B respectively, green traces).

**Figure 2:**
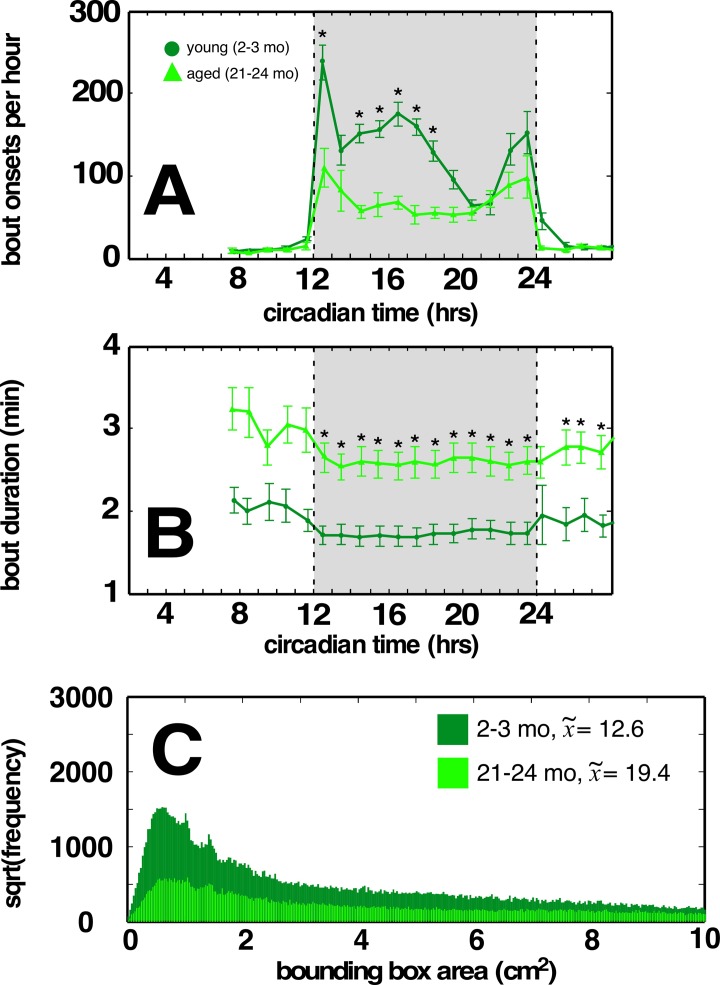
Aged C57BL/6 mice have fewer locomotor bouts during the dark cycle, and a greater proportion of weaving locomotor bouts compared to young cohorts (**A**) Aged C57BL/6 mice display fewer bouts of dark cycle locomotion compared to young cohort. (**B**) Increased locomotor bout durations in aged C57BL/6 mice. (**C**) Distribution of minimum bounding rectangle areas (MBRs; cut off at 10 to better show small rectangle areas) for locomotor bouts of young and aged C57BL/6 mice. Smaller MBRs indicate more direct locomotor paths. Median values for each cohort in legend. Traces in light green correspond to aged mice, dark green correspond to young mice. Greyed region depicts dark cycle, dashed lines indicate dark cycle onset and offset, respectively. Asterisks indicate *p*<0.01, Bonferroni corrected; error bars are ± 1 standard error of the mean.

By contrast, aging BALB mice demonstrated dysregulated overall energy balance. Normal aging is characterized by body weight maintenance, and decreased basal metabolic rate, activity, and food consumption. Both BALB and C57BL/6 mice show significant weight loss between the middle-aged and aged cohorts (Figure 1, center panel, *p*<0.05, *p*<0.0002 respectively, one sided t-test). However, we found no significant differences between middle-aged and aged BALB mice in peak oxygen consumption ($\dot{V}O_{2}$), carbon dioxide production ($\dot{V}O_{2}$), or adiposity (Supplemental Figure 2A). Aged BALB mice also maintain activity levels similar to those of young BALB mice, while aged C57BL/6 mice significantly decrease their activity. Furthermore, aged BALB mice tend to consume less chow (normalized to body weight) compared to middle-aged BALB mice, while aged C57BL/6 mice tend to consume more chow compared to middle-aged C57BL/6 mice (Figure 1, right panel). False discovery rate analysis further demonstrated that aged BALB mice showed impairments in more feeding-associated behaviors compared to aged C57BL/6 mice (*p*<0.036; Supplemental Table 1B). Further analysis of energy balance dysregulation in aged BALB mice revealed a significant decrease in the overall number of circadian dark cycle feeding bouts and decreased bout food intake (Figure 3A). Again, this decrease in feeding bouts was incompletely compensated by an increase in feeding bout duration, leading to a 10-15% decrease in overall feeding in aged BALB mice (compared to young cohort, Figure 3B). In C57BL/6 mice, no age-related difference in overall food intake or feeding bouts was appreciated (Supplemental Figure 2B). Age-related changes in feeding patterns similar to aged BALB mice have also been reported in older human populations [10].

**Figure 3:**
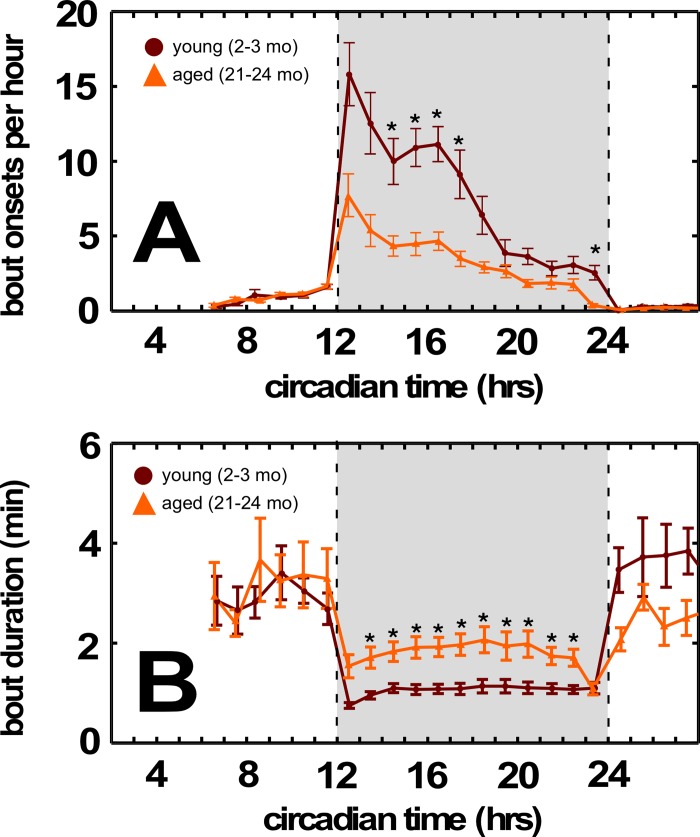
Aged BALB mice have fewer feeding bouts during the dark cycle (**A**) Decreased feeding bouts in aged BALB mice. (**B**) Increased feeding bout duration in aged BALB mice. Traces in light orange correspond to young mice; traces in dark orange correspond to aged mice. Grayed region depicts dark cycle, dashed lines indicate dark cycle onset and offset, respectively. Asterisks indicate *p*<0.01, Bonferroni corrected; error bars are ± 1 standard error of the mean.

### Altered CNS immune gene expression in aged mice

The molecular events underlying the above-described functional impairments remain poorly understood. To obtain an unbiased view of mRNA transcriptional changes associated with these behavioral deficits, we used whole mouse genome microarrays. Whole tissue cerebellar and hypothalamic mRNA expression was determined and compared between cohorts of young, middle-aged, and aged BALB and C57BL/6 mice (per Methods). 

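RNA from whole tissue was hybridized in 1 colour (Cy3) to Agilent whole mouse genome arrays, which carry 4 arrays per slide and measure each transcript by the brightness of 60-mer probe spots. The files hold 12 arrays of C57BL/6 cerebellum (4 young, 2 middle-aged and 6 aged mice), 18 of BALB hypothalamus (7 young, 5 middle-aged and 6 aged), 15 labelled BALB cerebellum (5 young, 6 middle-aged and 4 aged) and 10 of C57BL/6 hypothalamus (5 young and 5 aged). All of these mice were male. The labels give an age of 20 to 23 months for the aged BALB hypothalamus mice, where the Supplemental Methods give 20 to 21 months. The authors deposited the scanner output of each array, read with Agilent Feature Extraction, in which every spot has a background-corrected intensity on a linear scale. From these files, control spots and spots marked as outliers were left out, the intensity was converted to log2, and the arrays of a cohort were quantile normalized together, as in the Methods. A probe was tested if it was well above background on at least as many arrays as the smaller of the groups compared. Differences between age groups were fitted with limma over all age groups of a cohort, and a gene was called differentially expressed when the log posterior odds (B) of any of its probes exceeded 0. These steps can change the counts of genes, since quantile normalization removes any shift shared by all genes and the filter decides how many genes are tested. No cohort has more than 7 mice in an age group, which limits the precision of every difference. Genes that mark brain regions went against the tissue label of part of the BALB cerebellum cohort. A region score was computed as the mean of 200 probes brighter in C57BL/6 cerebellum minus the mean of 200 probes brighter in C57BL/6 hypothalamus, so it separates the C57BL/6 cohorts by construction. It lay between 2.60 and 3.60 on the 4 arrays labelled aged BALB cerebellum, but between -0.88 and 0.40 on the 5 labelled young and between -1.31 and 0.60 on the 6 labelled middle-aged, against 3.57 to 4.94 on the 12 C57BL/6 cerebellum arrays. No array was relabelled, and this cohort is described by its labels throughout.

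**Figure D1:**
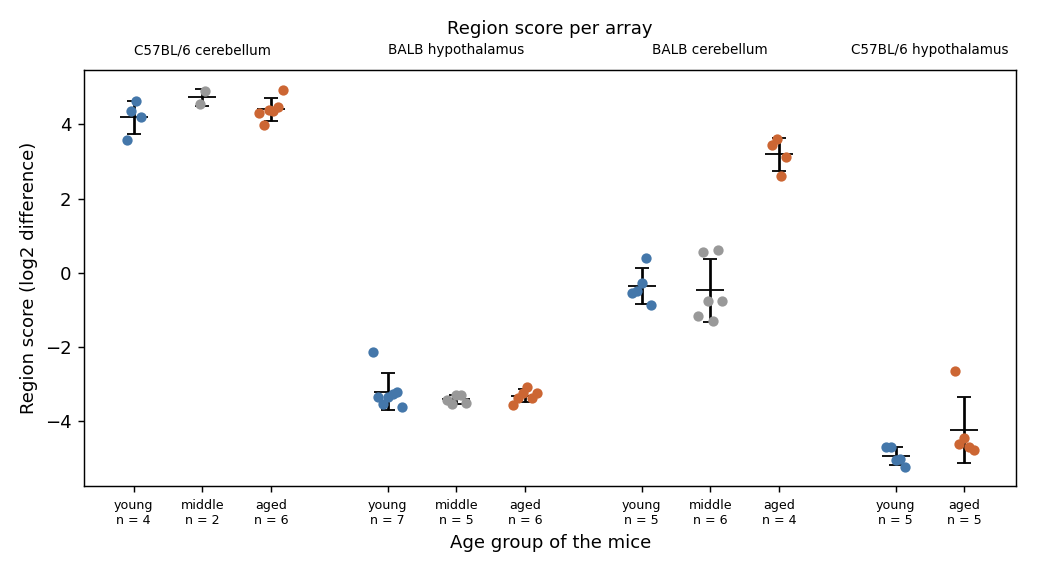
Region score of each array (log2 difference between probes brighter in cerebellum and probes brighter in hypothalamus, chosen on the C57BL/6 arrays) by cohort and age group. Points are arrays, horizontal bars are means and whiskers are SD. The arrays labelled young and middle-aged BALB cerebellum lie between -1.31 and 0.60, below all 12 C57BL/6 cerebellum arrays.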

Transcripts obtained originate from neuronal soma and dendrites, with minimal contribution from axonal projections [11]. Signal strength characteristics across all chips were similar, as were cross-sample correlations for each of the individual groups, suggesting good technical microarray performance (Supplemental Figure 3A-D for BALB hypothalamus, BALB cerebellum, C57BL/6 hypothalamus, and C57BL/6 cerebellum, respectively).

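The 75th percentile of the intensity differed 2.74-fold between the dimmest and the brightest of the C57BL/6 cerebellum arrays, 2.21-fold in BALB hypothalamus, 1.51-fold in C57BL/6 hypothalamus and 5.23-fold among the arrays labelled BALB cerebellum. A median of 83.6% of probes was well above background in C57BL/6 cerebellum, 68.0% in BALB hypothalamus, 79.9% in the arrays labelled BALB cerebellum and 84.5% in C57BL/6 hypothalamus. After quantile normalization, the Pearson correlation across probes between arrays of one group had a median of 0.986 over 119 pairs (SD 0.0195). Within groups it was at least 0.968 in C57BL/6 cerebellum, 0.957 in BALB hypothalamus and 0.985 in C57BL/6 hypothalamus. The lowest values, 0.917 among middle-aged and 0.900 among aged arrays, came from the cohort labelled BALB cerebellum. Some arrays stood apart from their group. Young BALB hypothalamus array 1 had a median correlation of 0.959 with its group and 90.1% of probes well above background, where the other 6 young arrays had 61.8% to 71.3%. Such correlations run across probes and do not show whether the arrays hold the same tissue.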

Aging evokes modest changes in overall CNS gene expression (Figure 4, Venn diagram). 

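Between young and aged mice, 0.384% of the genes tested in C57BL/6 cerebellum had B above 0, 0.913% in BALB hypothalamus, 0.142% in C57BL/6 hypothalamus and 7.43% among the arrays labelled BALB cerebellum, where the region genes of young and aged arrays differ. The median size of the difference among these genes was 0.87 on the log2 scale in C57BL/6 cerebellum and 0.70 in BALB hypothalamus, and 60 of the genes in the first and 130 in the second changed less than 2-fold. Among the alternatives of scaling, background correction, filter, slide block and signal values, a random slide block gave the largest ratio between counts of young against aged mice in these cohorts, 149 genes in C57BL/6 hypothalamus in place of 34, and a fixed slide block the largest difference, 750 among the arrays labelled BALB cerebellum in place of 1659. Between young and middle-aged mice, 45 genes had B above 0 in BALB hypothalamus and 7 in C57BL/6 cerebellum, where only 2 middle-aged mice were measured. None had B above 0 between the young and middle-aged arrays labelled BALB cerebellum (limma, 170 genes at an unadjusted p under 0.05).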

Lists of genes differentially expressed between young and aged mice are provided in Supplemental Table 2 (BALB hypothalamus, BALB cerebellum, C57BL/6 hypothalamus, C57BL/6 cerebellum respectively). These changes occurred in both a strain- and site-specific manner (Figure 4 comparing BALB hypotha-lamus and C57BL/6 cerebellum; Supplemental Figure 4 comparing BALB cerebellum and C57BL/6 hypo-thalamus). 

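No gene with B above 0 in C57BL/6 cerebellum was also called in C57BL/6 hypothalamus, and none of the BALB hypothalamus genes was called there either, where chance would give 0.136 and 0.282 shared genes. The genes called in C57BL/6 hypothalamus were all higher in aged mice. With the slide as a block, 125 of 149 genes were higher (random) and 11 of 18 (fixed). The count in this cohort rested on single mice. It was 0 when young array 1 or 5 or aged array 1, 2 or 5 was left out. Genes of the neighbouring thalamus were also higher on its aged arrays, by 1.16 on the log2 scale (exact permutation test, two-sided, p = 0.0159, adjusted 0.0636 over 20 tests). This list of 10 genes was chosen after the values had been seen, and 3 of its genes (Ntng1, Prkcd and Vav3) are among those called there, so its rise is partly fixed by the pattern. The 7 others rose by 1.01 (exact permutation p = 0.0159). The arrays labelled BALB cerebellum gave 1659 genes, 708 higher and 951 lower on those labelled aged. C57BL/6 cerebellum shared 4 genes with the arrays labelled BALB cerebellum, 6.70 being the number chance gives (exact hypergeometric test, one-sided, p = 0.91). A gene called in one cohort and not in another does not by itself differ between them, so the difference was tested as an interaction of strain and age within each region. In hypothalamus, no gene had B above 0 for the interaction (limma, 1518 genes at an unadjusted p under 0.05), and the rise of 35 immune genes that the study names was not shown to differ between strains (0.37 in C57BL/6 and 0.92 in BALB, not past 0.05 by limma's fry). In cerebellum, 840 genes had B above 0, and the immune genes rose by 0.86 in C57BL/6 and fell by 0.10 in the arrays labelled BALB, a difference past 0.05 by fry. In the cerebellum comparison, strain and age cannot be separated from tissue, because the arrays labelled young BALB cerebellum lack the cerebellar genes that the aged ones carry. For the comparison in Supplemental Figure 4, the arrays labelled BALB cerebellum and those of C57BL/6 hypothalamus shared 16 genes (exact hypergeometric test, p = 5.21e-10), of which 0 changed in the same direction.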

In whole cerebellar and hypothalamic tissue of C57BL/6 and BALB mice, respectively, there was marked overexpression of transcripts characterized by ontology as having immune/defense function (*p*<<0.001 for both regions; Figure 4, also see Supplemental Table 2). 

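The mean normalized log2 signal of 35 immune genes that the paper names was 10.38 ± 0.31 (SD, n = 4) in young and 11.22 ± 0.08 (SD, n = 6) in aged C57BL/6 cerebellum. All 6 aged arrays lay above every young array (exact permutation test, two-sided, p = 0.00476, the smallest p that this design allows). In BALB hypothalamus it was 9.99 ± 0.15 (SD, n = 7) in young and 10.94 ± 0.15 (SD, n = 6) in aged mice, again with all 6 aged arrays above every young one (exact permutation test, two-sided, p = 0.000583, the smallest possible). As a set, the genes were higher in aged mice by limma's fry in both cohorts. Because the study chose these genes on the same arrays, none of these tests is independent evidence. In C57BL/6 cerebellum 34 of the genes were higher in aged mice and 23 had B above 0. After Benjamini-Hochberg adjustment of the limma p over all genes tested 2 were below 0.05, and 32 adjusted over the list alone. In BALB hypothalamus all 35 were higher and 29 had B above 0 at their brightest probe, or 30 with H2-K1, which reached it on another probe. Of the 35, 27 were below 0.05 over all genes and 35 adjusted over the list alone. With each array left out in turn, the difference stayed between 0.73 and 0.93 in C57BL/6 cerebellum and between 0.91 and 0.98 in BALB hypothalamus. Background correction with normexp moved it most among the other processing choices, to 0.72 and 0.78. Genes that mark T cells also rose in C57BL/6 cerebellum, by 0.71 (exact permutation p = 0.00476), and those of red blood cells by 0.55 (exact permutation p = 0.0476). No difference with age in the immune genes was detected in C57BL/6 hypothalamus (10.83 ± 0.59 in young and 11.17 ± 0.77 in aged mice, SD, n = 5 each, exact permutation p = 0.413) or between the arrays labelled young and aged BALB cerebellum (11.07 ± 0.37, n = 5, and 10.97 ± 0.25, n = 4, exact permutation p = 0.619). The paper states this overexpression for transcripts that it assigned to immune and defense functions by ontology.

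**Figure D2:**
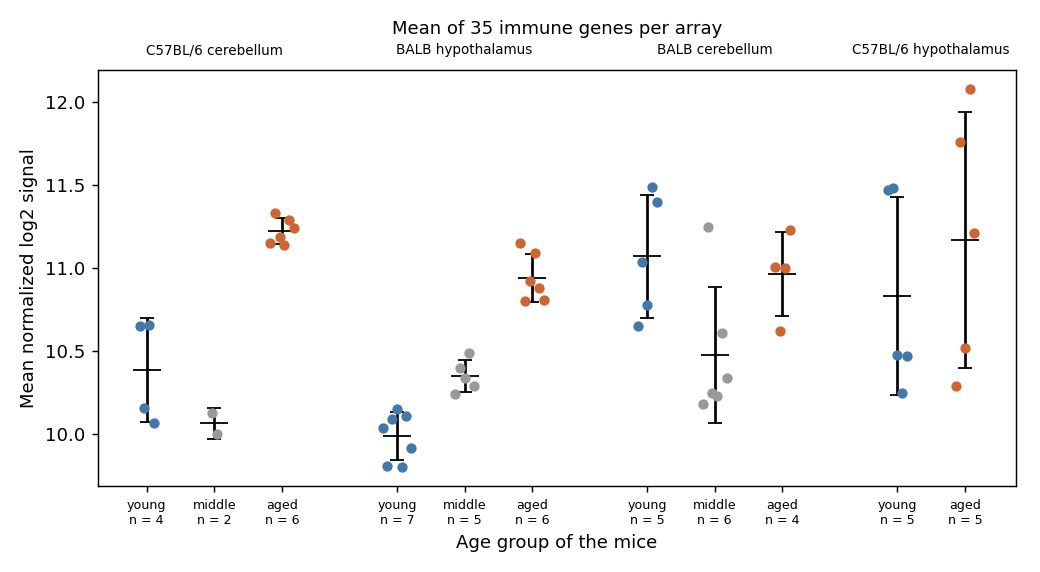
Mean normalized log2 signal of 35 immune genes per array, by cohort and age group. Points are arrays, horizontal bars are means and whiskers are SD. All 6 aged arrays lie above every young array in C57BL/6 cerebellum and in BALB hypothalamus.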

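Gene families defined by patterns in the gene symbols stand in for the ontologies of the study, and each was tested among the genes at B above 0 with a one-sided Fisher's exact test. By this exact test, 5 of 26 tested MHC class I genes were called in C57BL/6 cerebellum (0.0997 by chance, adjusted p = 1.38e-07), 4 of 30 complement genes (adjusted p = 7.72e-06), 7 of 104 cytokine and chemokine genes (adjusted p = 3.04e-07), 13 of 72 pattern recognition receptor genes (adjusted p = 5.69e-18) and 4 of 251 adhesion and matrix genes (adjusted p = 0.0192). In BALB hypothalamus the same exact test gave 9 of 23 MHC class I genes (adjusted p = 7.89e-13), 7 of 26 complement genes (adjusted p = 5.34e-09), 6 of 70 cytokine and chemokine genes (adjusted p = 5.16e-05), 12 of 54 pattern recognition receptor genes (adjusted p = 3.38e-13) and 11 of 214 adhesion and matrix genes (adjusted p = 6.75e-06). All called members of these families were higher in aged mice. The 4 adhesion and matrix genes called in C57BL/6 cerebellum were Itgax, Lyz1, Lyz2 and Timp1. The paper names Itgax, Lyz and Timp1 as its examples of cell adhesion molecules and found them on these same arrays. That family's p is therefore not independent evidence, and the other families also hold genes that the paper names. Itgax is counted under complement as well, in both cohorts. Among single genes in C57BL/6 cerebellum, Clec7a rose by 2.26 on the log2 scale (standard error 0.37, limma adjusted p = 0.0695), Lgals3 by 1.35 (standard error 0.18, adjusted p = 0.0372) and Ccl6 by 0.91 (standard error 0.12, adjusted p = 0.0313). H2-K1 (B -0.36) and C1qa (B -0.09) were higher on all 6 aged arrays than on any young one but did not reach B above 0. In BALB hypothalamus, Lyz2 rose by 2.01 (standard error 0.28, limma adjusted p = 0.00217) and Clec7a by 2.32 (standard error 0.27, adjusted p = 0.000612), while Ccl12 did not reach B above 0 (B -0.77). The brightest H2-K1 probe was not called there (B -1.01), although another H2-K1 probe was (log2 difference 0.62, B 0.30). MHC class I genes resemble each other in sequence, so their probes can read each other's transcripts.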

Ontology analysis suggested that these transcripts belonged to specific functional categories, including classical major histocompatibility complex I (*e.g*. H2-D1, H2-K1), atypical major histocompatibility complex I (*e.g*. H2-Q1, H2-Q7), complement (*e.g*. C3, C1q, C4b), cytokine/chemokine (*e.g*. Ccl6, Ccl12), pattern recognition receptors (*e.g*. Tlr2, Clec7a, Lgals3, Trem2, F_c_Rs, Lilrb3), and cell adhesion molecules (*e.g*. Itgax, Lyz, Timp1). 

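Among genes of membrane-bound receptors and their adaptors, Fcgr3 (B -1.87), Fcer1g (B -0.38) and Ms4a6d (B -3.91) were higher in aged C57BL/6 cerebellum without reaching B above 0, while Tyrobp (log2 difference 0.91, B 1.34) and Lilrb3 (1.02, B 2.08) did. In BALB hypothalamus, Fcgr3 (0.53, B 4.08), Fcer1g (0.50, B 5.49), Tyrobp (0.70, B 4.50) and Lilrb3 (1.35, B 4.47) were called and Ms4a6d (B -1.70) was not. Emr1 (B -1.20), Ctss (B -1.73), Ly86 (B -1.62) and Igsf6 (B -1.96) were not called in C57BL/6 cerebellum. Of these, Emr1, Ctss and Ly86 were called in BALB hypothalamus and Igsf6 (B -0.45) was not. Ctss rested there on 3 of 6 aged arrays and 6 of 7 young ones, since spots marked as outliers were left out. Mpeg1 rose by 0.89 in C57BL/6 cerebellum (B 0.16) and by 0.88 in BALB hypothalamus (B 11.21). Cd68 and Capg were called in both regions. S100a4 and Lgals3bp were called only in C57BL/6 cerebellum and Anxa4 only in BALB hypothalamus, a contrast between the regions that was not tested for single genes. The Anxa4 probes went opposite ways in C57BL/6 cerebellum. Protein interactions were not examined with these arrays.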

Predicted protein-protein interactions (STRING 9.1; string-db.org) further suggest that many genes overexpressed in the C57BL/6 cerebellum and BALB hypothalamus form membrane-bound signaling complexes (*e.g*. Fcgr3-Fcer1g-Tyrobp-Lilrb3-Ms4a6d-C1q; Clec7a-Tyrobp-Emr1-Ctss-Ly86-Igsf6-Mpeg1; Lgals3-Cd68-Capg-S100a4-Anxa4-Lgals3bp) that con-verge to activate NFκB. RT-qPCR confirmed these age-related changes in gene expression for selected loci in whole hypothalamic tissue (Supplemental Figure 5). 16% of the cerebellar genes differentially expressed between young and old C57BL/6 mice are known NFκB targets [12]; this value rises to 33% by including NFκB target predictions by TRANSFAC (ver 7.0 Public 2005) [13]. Similarly, 10% of the hypothalamic genes differentially expressed between young and old BALB mice are known NFκB targets, rising to 23% by including TRANSFAC predictions. Intriguingly, in human cerebellum we find age-related increases in expression of mRNAs homologous to those identified in the C57BL/6 mouse cerebellum (Figure 5). These changes occurred across all of the above categories, including MHC I molecules (HLA-B), complement (C3, C4b), PRRs (Lilrb3, Lgals3) and CAMs (Itgax, Spp1).

**Figure 4:**
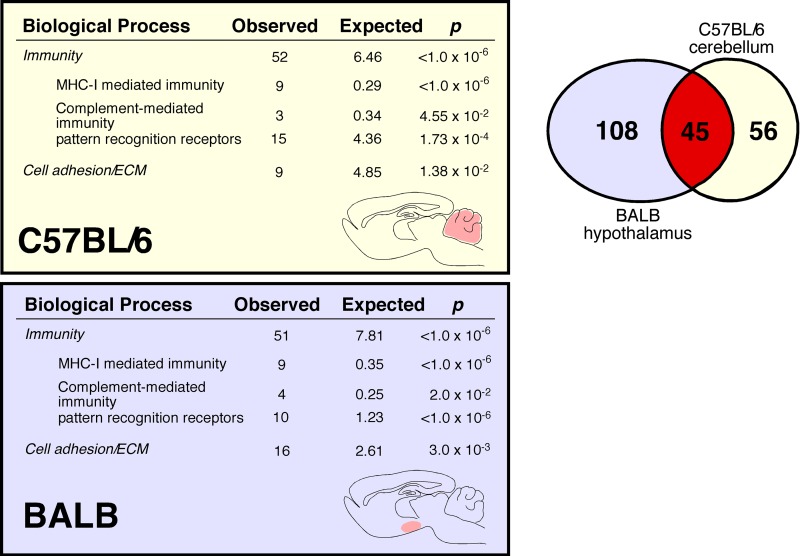
Age-associated increase in C57BL/6 cerebellar and BALB hypothalamic expression of immune transcripts Venn diagram demonstrates that although these two regions have different cellular architectures and functions, they share considerable overlap in age-related changes in gene expression. In male C57BL/6 cerebellum, we identify 101 differentially expressed genes (DEGs), 100 upregulated in aged mice. In male BALB hypothalamus, we identify 153 DEGs, 113 upregulated in aged mice. Of note, 45 of these genes are differentially expressed in both C57BL/6 cerebellum and BALB hypothalamus; the probability of this occurring by chance is *p*<<0.0001. We measured gene expression with Agilent Whole Mouse Genome 4x44k arrays that use 60-mer probes to detect 41,174 full length mouse genes and ESTs. Following array quality control and normalization, we identified differentially expressed genes by log posterior odds (B) values > 0 (Supplemental Methods).

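In C57BL/6 cerebellum, 92 of 23985 genes tested had B above 0 between 6 aged and 4 young mice, of which 90 were higher in aged mice. Among these, 86 had aged and young arrays that did not overlap, which chance gives for 0.952% of genes that were not selected for a difference, so that share is no test of these. The 5 largest such differences were in Cst7 (2.96 on the log2 scale, standard error 0.54, limma adjusted p = 0.108), Clec7a, Mela (2.23, standard error 0.38, adjusted p = 0.0728), Itgax (2.22, standard error 0.43, adjusted p = 0.138) and Ifi27l2a (2.02, standard error 0.18, adjusted p = 0.00237). Cst7 was well above background on 3 of 4 young arrays, and 1 of the 2 Itgax probes went the other way. The count depended on single mice, with 18 genes when young array 4 was left out, 30 without young array 2 and 53 to 55 without aged array 2, 3 or 5.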

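In BALB hypothalamus, 173 of 18942 genes tested had B above 0 between 6 aged and 7 young mice, of which 159 were higher and 14 lower in aged mice. The arrays of 103 of them did not overlap between the age groups, where chance gives 0.117% of genes not selected in this way. The 5 largest such differences included Itgax (2.72 on the log2 scale, standard error 0.23, limma adjusted p = 1.33e-05) and Ccl8 (2.44, standard error 0.38, adjusted p = 0.00387). Gpnmb and Cxcl13 were not well above background on any young array, so their rise is a bound, of at least 10.4-fold and at least 4.56-fold. It sets the mean of the aged arrays against the lowest signal among probes well above background on each young array. Igh-VJ558, an immunoglobulin heavy chain gene measured by 5 probes that did not all go the same way, rose by 3.34 on its brightest probe (standard error 0.61, limma adjusted p = 0.0148). Of the young arrays, 6 of 7 had this probe well above background and 4 of 7 that of Ccl8. With each array left out in turn the count lay between 124 and 219.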

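The called genes of C57BL/6 cerebellum and BALB hypothalamus shared 46 genes, all 46 of them higher in aged mice in both. Among the 18848 genes tested in both cohorts, 85 and 170 of the called genes respectively could be shared, and chance would give 0.767 (exact hypergeometric test, one-sided, p = 2.16e-73). The shared genes included 20 of the 35 immune genes that the paper names. The hypergeometric test treats genes as independent, which genes expressed together in one cell type are not. The overlap fell to 7 genes when young C57BL/6 cerebellum array 4 was left out (exact hypergeometric p = 4.94e-11), to 11 without young array 2 and to between 24 and 27 without aged array 2, 3 or 5.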

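The deposited arrays of these cohorts carry 41174 probes after control spots are left out. Of these, 22951 probes could be given a current gene symbol through a RefSeq accession and the others kept the name in the array's design, which left 28786 gene names.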

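B is the log of the odds that a gene differs, given an assumed share of differing genes, here limma's default of 0.01. At B of 0 the adjusted p was 0.186 in C57BL/6 cerebellum, 0.072 in BALB hypothalamus, 0.287 in C57BL/6 hypothalamus and 0.00636 among the arrays labelled BALB cerebellum.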

**Figure 5:**
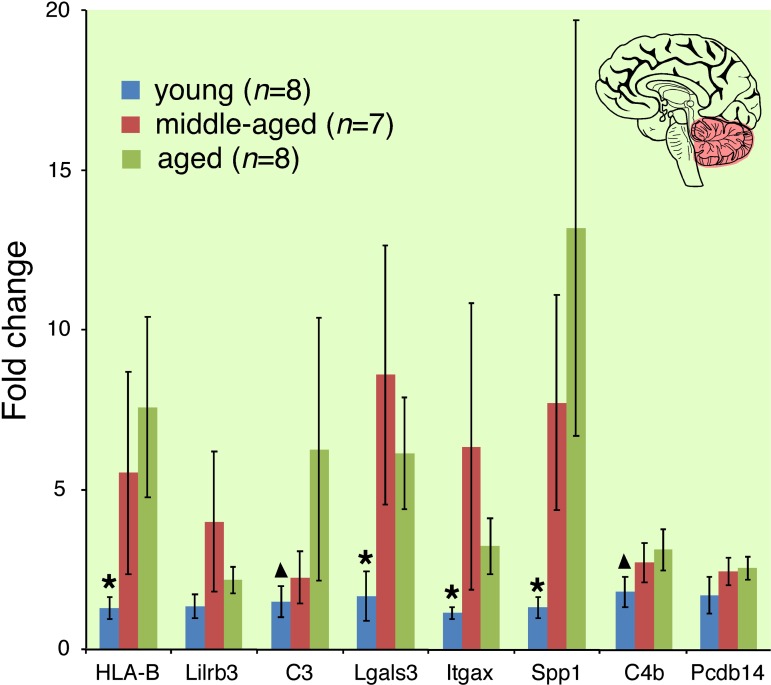
Cerebellar immune transcript expression increases with age in community-dwelling adults Asterisk indicates gene expression in young cohort significantly different from middle-aged and aged cohorts (*p*<0.05); triangle indicates gene expression in young cohort significantly different from aged cohort. Analogous genes were differentially expressed in the cerebellum of aged C57BL/6 mice with motor deficits.

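Of 9 mouse genes that correspond to those in Figure 5, 8 were higher in aged than in young C57BL/6 cerebellum and 5 of them had B above 0. H2-D1 rose from 12.79 ± 0.16 to 13.28 ± 0.11 (SD, n = 4 young and 6 aged arrays) and C4b from 10.51 ± 0.70 to 11.82 ± 0.21. Lgals3, Lilrb3 and Itgax were the others called. Pcdhb14 rose by 0.42 (standard error 0.15, B -3.03) and was not called. Spp1 was 13.43 ± 0.19 in young and 13.11 ± 0.30 in aged mice, a fall by 0.32 that did not reach B above 0 (B -4.12).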

### Immune genes do not localize to microglia

Age-related increases in the CNS expression of immune/defense related transcripts have been attributed to neuroinflammation [14-16]. If this were the case, then a majority of these changes should localize to microglia. Microglia are resident CNS mononuclear phagocytes, and account for the vast majority of CNS immunocytes. Furthermore, microglial activation is a key and necessary step supporting neuroinflammation. We used a multi-step magnetic bead based separation process combined with molecular and functional validations [17] to obtain highly enriched populations (65-90% CD11b(+) total cells within suspension) of both parenchymal and perivascular microglia from the cerebellum and hypothalamus of young, middle-aged, and aged BALB and C57BL/6 mice. RT-qPCR gene expression assays found that these microglia clearly did not contribute to most of the observed age-related changes in whole tissue gene expression (Figure 6). Microglia only contributed to the age-associated C3 increase in the C57BL/6 cerebellum (Figure 6A). In the BALB hypothalamus (Figure 6B), expression of C1q and Lilrb3 were decreased in microglia derived from aged mice (*p*<0.01). These results strongly suggest that most of the age-related changes in cerebellar and hypothalamic immune/defense gene expression do not localize to CNS microglia.

**Figure 6:**
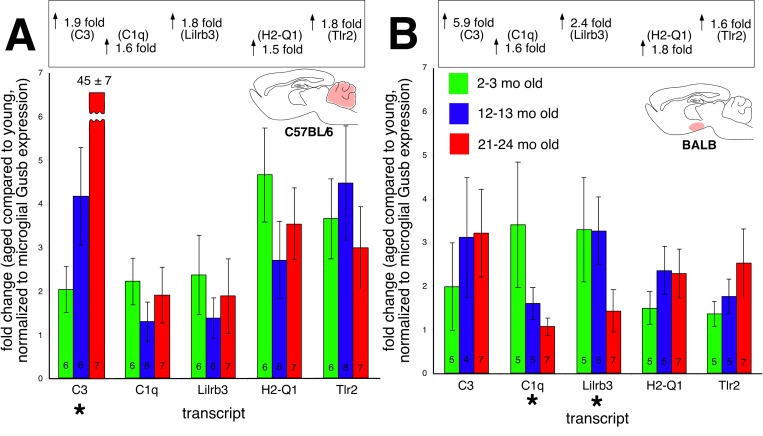
Microglial-specific expression of immune transcripts found upregulated with age in whole tissue (**A**) C57BL/6 cerebellum and (**B**) BALB hypothalamus. Values in each bar depict number of biological replicates. With the exception of C3 expression in the C57BL/6 cerebellum, no transcripts increase microglial expression with age. Values in the boxes above each graph show overall changes in transcript expression from whole tissue RT-qPCR experiments.

### Synapse changes accompany altered PRR expression

In this light it is interesting to note that recent studies have found that pattern recognition molecules play an important role during both synaptogenesis and synaptic pruning phases of CNS development [18]. In the developing mouse thalamus, MHC Class I molecules demonstrate an activity-dependent expression pattern [19], and loss of these molecules leads to decreased synaptic pruning [20] and altered visual cortex plasticity [21]. Similar disruptions of synaptic pruning or plasticity are observed with loss of C1q (in the thalamus), PirB (in the primary visual cortex), and H2-K^b^/H2-D^b^ (in the cerebellar Purkinje layer) [22-24]. MHC Class I molecules also regulate hippocampal synaptic activity [25]. We thus tested the hypothesis that increased expression of these PRR transcripts was associated with altered excitatory synapse organization. Given our earlier findings, we predicted that age-related synaptic changes should be more pronounced in the cerebellum of C57BL/6 mice compared with BALB mice, and in the hypothalamus of BALB mice compared with C57BL/6 mice. To measure synaptic counts in these regions at highest accuracy, we employed a modified array tomography protocol. Ultrathin (90 nm) sections were prepared from the cerebellum of BALB and C57BL/6 mice from young and aged cohorts; thin (10 μm) sections were prepared from the hypothalamus of BALB and C57BL/6 mice from young and aged cohorts (Supplemental Methods). Cell nuclei were visualized with DAPI, and excitatory synapses were visualized with antibodies directed against Vglut1. 

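C3 was measured by 1 probe. Its normalized log2 signal rose from 9.96 ± 0.27 (SD, n = 7) in young to 11.92 ± 0.37 (SD, n = 6) in aged BALB hypothalamus, with all 6 aged arrays above every young one (limma adjusted p = 1.33e-05). In C57BL/6 cerebellum it was 9.83 ± 0.53 (SD, n = 4) in young and 10.79 ± 0.29 (SD, n = 6) in aged mice, with 5 of 6 aged arrays above every young one, and did not reach B above 0 (B -0.79, limma adjusted p = 0.294). It did reach B above 0 in C57BL/6 cerebellum with normexp background correction, with eBayes trend and robust, and with the authors' series values.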

We chose C3 as a molecule increased in expression in both BALB hypothalamus and C57BL/6 cerebellum. Figure 7A shows representative photomicrographs in young and old C57BL/6 cerebellum, as well as quantified puncta counts (quantification workflow provided in Supplemental Figure 6); Figure 7B shows the equivalent figure for the young and old BALB hypothalamic arcuate nucleus.

**Figure 7:**
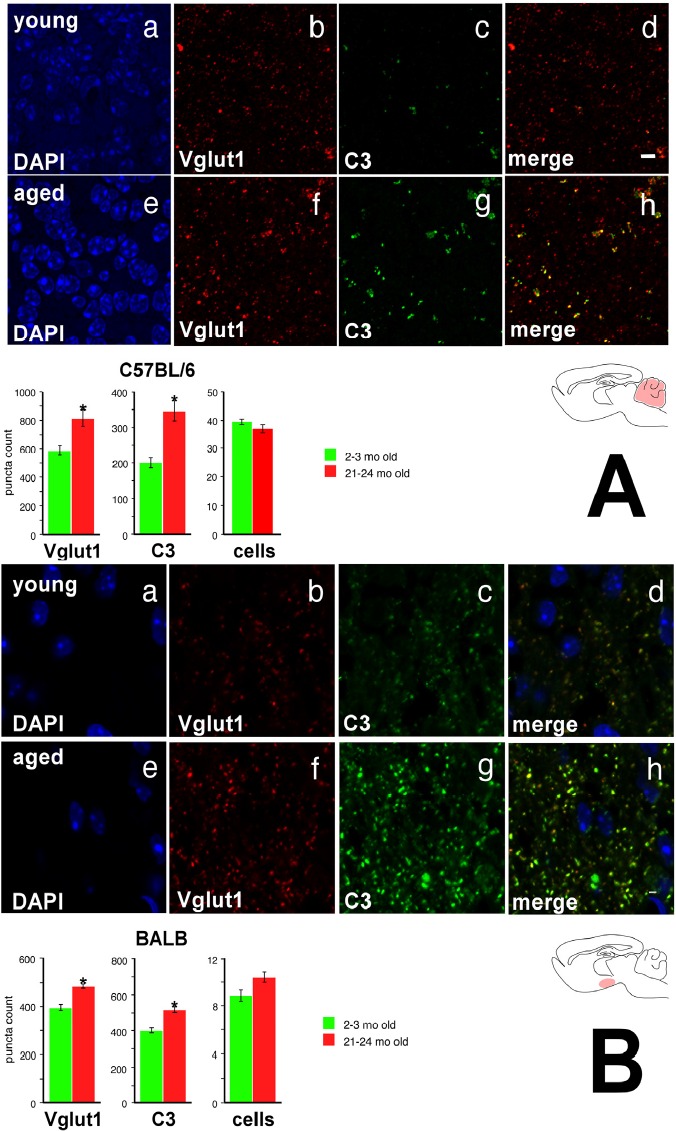
Vglut1 and C3 show increased expression in the cerebellar internal granule cell layer of the aged C57BL/6 mouse and in the hypothalamic arcuate nucleus of the aged BALB mouse (**A**) C57BL/6 cerebellar internal granule cell layer. **a** DAPI stain, young. **b** Vglut1 immunoreactivity, young. **c**. C3 immunoreactivity, young. **d** Merge, young. Note significant colocalization of Vglut1 and C3 staining, particularly for more intense puncta. **e** DAPI, aged. **f** Vglut1, aged. **g** C3, aged. **h** Merge, aged. Bottom: Quantification of Vglut1, C3, and DAPI. (**B**) BALB hypothalamic arcuate nucleus. Panels **a**-**h** as above. Again, note significant colocalization of Vglut1 and C3 staining, particularly for more intense puncta. Asterisk denotes *p*<0.01. Scale bar 4 μm.

In the cerebellar internal granule cell layer, we observe a marked age-associated increase in both Vglut1 and C3 expression in C57BL/6, but not BALB, mice (Figure 7A; 2-way ANOVA with mouse strain and age as primary factors; strain × age interaction *p*<0.04 for Vglut1; *p*<0.001 for C3). Specifically, in C57BL/6 mice, internal granule cell layer Vglut1 expression increases nearly 20% with age; in BALB mice, Vglut1 baseline expression is lower in young mice, and does not significantly change with age. We did not find any size difference in counted puncta. No significant differences were appreciated in either Vglut1 or C3 expression in aged BALB mice compared to young BALB counterparts (Supplemental Figure 7A). There were no age-related differences noted in overall cell count in either C57BL/6 or BALB mice, making neuro-degeneration an unlikely explanation for this phenotype.

We further note that in the hypothalamic arcuate nucleus, we observe a marked age-associated increase in both Vglut1 and C3 expression in BALB (Figure 7B), but not C57BL/6 (Supplemental Figure 7B), mice (2-way ANOVA with mouse strain and age as primary factors; strain × age interaction *p*<0.001 for Vglut1; *p*<0.007 for C3). While young BALB and C57BL/6 mice both show the same degree of Vglut1 expression, with aging we find a nearly 20% increase in BALB arcuate Vglut1 expression that is not seen in the aged C57BL/6 mouse. Again, no size difference was noted in counted puncta, and there were no age-related differences in arcuate hypothalamus cell counts. These findings suggest that aging increases the number of excitatory synapse components in CNS regions where we observe increased expression of immune, complement, and pattern recognition genes with age, but does not change excitatory synapse organization in CNS regions where these age-related patterns of gene expression do not occur.

### Functional impairment in aged synapses

To determine if the increased synapse counts observed in the aged C57BL/6 cerebellum and aged BALB hypothalamus were associated with a functional outcome, we assessed excitatory amino acid activity across the entire cerebellar internal granule cell layer and hypothalamus using manganese-enhanced MRI (MEMRI, supplemental methods). Neuronal Mn^++^ transport occurs in an activity-dependent manner analogous to calcium; however, Mn^++^ is paramagnetic, causing reduction of T_1_ in proportion to concentration, which can be measured using T_1_ weighted imaging. Thus, Mn^++^ enhances MRI tissue signals in direct proportion to overall excitatory amino acid activity. Our results show no age-related increase in either C57BL/6 cerebellar internal granule cell layer (Figure 8A,C) or BALB hypothalamic arcuate nucleus (Figure 8B,D) excitatory amino acid activity. These findings do not rule out the possibility of increased excitatory amino acid activity below the MEMRI detection threshold in aged compared to young mice; however, changes of this magnitude are below expected biological signaling thresholds, and would require electrophysiology to verify. To rule out the possibility that age-related vascular disease contributed to our phenotypes, we further evaluated diffusion tensor images for all subjects. There were no significant age-related changes in water diffusion characteristics or vascular disease in either C57BL/6 or BALB mice (Supplemental Figure 8). These findings support the conclusion that the increased number of excitatory synapses present in the aged C57BL/6 cerebellar internal granule cell layer and aged BALB arcuate hypothalamic nucleus have a currently uncharacterized functional deficit.

**Figure 8:**
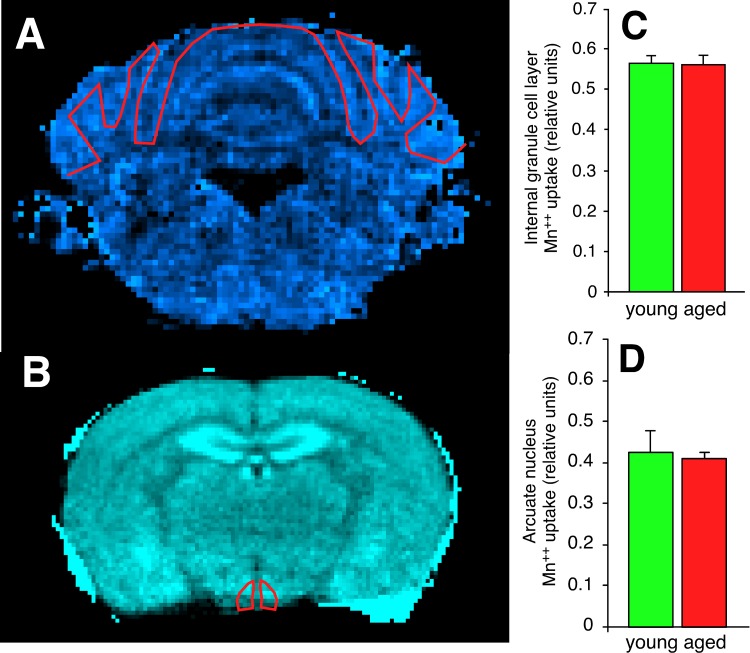
Synapses in the cerebellar internal granule cell layer of the aged C57BL/6 mouse and in the hypothalamic arcuate nucleus of the aged BALB mouse have functional deficits in excitatory amino acid neurotransmission (**A**) Scaled difference MRI image of mouse cerebellum at approximately bregma −6.96 mm. Regions with higher Ca^++^ uptake are brighter on this colormap. The red line depicts the region-of-interest (ROI) drawn to include the internal granule cell layer. (**B**) Scaled difference MRI image of mouse hypothalamus at approximately bregma −1.46 mm. (**C**, **D**) Despite both regions demonstrating increased expression of regional-appropriate vesicular glutamate transporters, there is no evidence of increased post-synaptic Ca^++^ uptake in either the cerebellar internal granule cell layer (**C**) or the hypothalamic arcuate nucleus (**D**).

## DISCUSSION

In summary, we have framed a new model that further clarifies how cerebellar and hypothalamic aging cause mobility and energy balance impairments in aging mice. We demonstrate patterns of dysregulated CNS function associated with age-related behavioral phenotypes at molecular, cellular, and organ scales of organization. We further show that these patterns of dysregulated function have strong genetic predispositions, with some mouse strains developing specific age-related impairments in mobility or feeding, while other mouse strains do not. Analogous situations are observed in human aging [26, 27]. We show that aging reactivates CNS regional expression of classical and atypical MHC-1, complement, PRRs, and CAMs in a nonmicroglial context. Similar findings have been observed regarding C1q, whose expression increases in the aging mouse hippocampus and is accompanied by synaptic and behavioral impairments [28]. We also observe increased cerebellar expression of homologous transcripts in older human subjects. At a synaptic level of organization, we observe more excitatory presynaptic puncta in CNS regions where age-associated increases in immune gene expression occur. Similar age-related synapse dynamics have been noted in primary sensorimotor cortex of aged mice [29]. This increased number of excitatory synaptic components in both the aged cerebellum and hypothalamus did not evoke increased postsynaptic Ca^++^, suggesting an age-associated synaptic defect. This defect may arise from either altered presynaptic vesicular glutamate content [30, 31], decreased synaptic vesicle exocytosis probability [32, 33], or attenuated postsynaptic Ca^++^ signaling (multiple potential mechanisms affecting AMPAR trafficking and postsynaptic persistence). Ultimately, these deficits lead to impaired cerebellar function in C57BL/6 mice (demonstrated by their age-associated ataxia and locomotor loss) and impaired hypothalamic function in BALB mice (demonstrated by decreased food consumption in aged compared to middle-aged mice). Age-related losses in mobility and energy balance prominently affect substantial populations of older men and women, increasing health care utilization and costs while worsening personal quality of life. The concept that developmental programs active during embryogenesis, silent in adulthood, and reactivated with advancing age could lead to functional deficits is novel, and may be relevant to other organ systems.

We propose that age-related functional deficits arise through the following sequence. First, damage-associated molecular patterns (DAMPs) within the CNS matrix activate a multiplicity of neuronal PRRs, including C3R, C1qR, Trem2, Fcer1g, Fcgr2b, Fcgr3, Clec7a, Lgals3, Lilrb3, and so on. We suspect that signaling from these sources stimulates NFκB activity *in vivo*; for example, mice with mutations delaying IκBɑ (NFκB primary functional inhibitor) synthesis show increased NFκB activity after excitatory neuronal stimuli, and developed more excitatory synapses in *in vitro* neuronal culture [34]. Most of the PRRs we identified signal through pathways that drive NFκB activation [35-37]. Furthermore, many of the genes we identified as differentially expressed with aging and associated with functional impairments are demonstrated NFκB targets [12, 13]. Under baseline conditions, NFκB is known to regulate neuronal responses to excitatory neurotransmission [38-40], including induction of BDNF [41], Grm2 [42], Grin2A [43], and Grin [44]. PRR signaling thus confounds neuronal NFκB signaling evoked by AMPAR/NMDAR activity, falsely indicating increased excitatory neuronal activity. Increased transcription at NFκB loci alters coordinated expression of excitatory synapse components, leading to imbalances in proteins required to assemble excitatory synapses and the creation of excitatory synapses with functional impairments. These synapses, as well as excess protein trafficked to the synapse, in turn undergo accelerated turnover, thus increasing matrix DAMP concentrations [45]. Continued activity of this positive feedback loop ultimately degrades hypothalamic and cerebellar synaptic organization, leading to functional loss. In support of this concept, interventions inhibiting hypothalamic IKKβ or NFκB activity in aged animals ameliorate age-related feeding phenotypes [46].

## METHODS

Young (Y, 2-3 mo), middle-aged (M, 12-13 mo), and aged (A, 21-24 mo) male C57BL/6 and BALB mice were obtained from the NIA aged rodent colony; human tissue gifts were obtained from the UNMC brain bank. Mouse behavioral studies were performed per [7]. Subject numbers for presented figures: BALB (Y *n*=10, M *n*=7, A *n*=11), C57BL/6 (Y *n*=10, M *n*=9, A *n*=11). Behavioral studies were replicated in at least two separate cohorts. Whole tissue hypothalamic and cerebellar RNA was purified by standard methods, assessed for degradation, and hybridized to Agilent 4x44k Whole Mouse Genome microarrays per manufacturer protocol. Array data analysis included quantile normalization, determination of differential gene expression, and classification of differential gene expression by ontology-based methods. Subject numbers for microarray studies were as follows: BALB hypothalamus (Y *n*=7, M *n*=5, A *n*=6); C57BL/6 cerebellum (Y *n*=4, M *n*=2, A *n*=6). Microglial studies were performed as described by [15]. Subject numbers were as follows: BALB hypothalamus (Y *n*=6, M *n*=8, A *n*=7); C57BL/6 cerebellum (Y *n*=5, M *n*=5, A *n*=7). For studies examining hypothalamic and cerebellar synapse organization, mice were sacrificed either by rapid decapitation (for cerebellar studies) or intracardiac perfusion (hypothalamic studies). Thin sections (90 nm cerebellum, 10 μm hypothalamus) were prepared and stained for nuclei, C3, and Vglut1. Multiple windows were visualized within the cerebellar internal granule cell layer and hypothalamic arcuate nucleus; cell counts were quantified by ImageJ and analyzed by ANOVA. Subject numbers were as follows: BALB hypothalamus (Y *n*=7, A *n*=7); C57BL/6 hypo-thalamus (Y *n*=4, A *n*=5); BALB cerebellum (Y *n*=3, A *n*=4); C57BL/6 cerebellum (Y *n*=4, A *n*=4). Mn^++^ enhanced MRI was performed per [47]. Subject numbers were as follows: BALB (Y *n*=5, A *n*=4); C57BL/6 (Y *n*=5, A *n*=5).

More Methods, MiQE, GEO archive accession number, UNMC digital link to the raw behavioral data could be found in Supplemental Material.

## SUPPLEMENTAL MATERIAL FIGURES

# Supplementary material for: Age-related changes in cerebellar and hypothalamic function accompany non-microglial immune gene expression, altered synapse organization, and excitatory amino acid neurotransmission deficits
**Source:** Aging (Albany NY). 2016 Sep 20;8(9):2153–65. doi: 10.18632/aging.101040
**Supplement:** Supplementary file 1

## SUPPLEMENTAL MATERIAL

### METHODS

#### Mouse husbandry

Mice were obtained from the NIA aged rodent colony. All animals were singly housed in UCSF- or UNMC-maintained animal housing for one to two weeks before being transferred to the behavioral monitoring facility; this allowed adequate time for animals to accommodate to the facility day-night cycle (7:00 AM lights on, 7:00 PM lights off). Mice with obvious medical problems (cataracts, skin lesions, tooth malocclusion, *etc.*) were excluded. Behavioral data collection was briefly (1.5-2 hrs) interrupted on a daily basis to measure animal food and water intake, and to provide fresh food (PicoLab Mouse diet 20 #5058) and water. Animal maintenance timing was staggered to prevent animals from synchronizing to the task. Temperature within the facility was maintained between 68 and 74°F; light-dark cycle was identical to that of the barrier facility. Mice not tested in the home cage monitoring system were acclimated to the housing facility for at least one week prior to use. For microarray, RT-qPCR, and microglial studies mice were sacrificed by decapitation followed by rapid brain dissection and placement of tissue into appropriate buffer or preparation of single cell suspensions. For array tomography experiments, mice were perfused by intracardiac administration of 0.1M phosphate buffered saline (PBS) followed by 0.4% paraformaldehyde (PFA) in 0.1M PBS. All studies fully complied with institutional and national guidelines for the ethical treatment of laboratory animals; all study protocols were approved through the UCSF and UNMC Institutional Animal Care and Use Committee (IACUC).

#### Home cage behavioral monitoring

Two mouse cohorts are presented: male BALB (2-3 mo old (Y),  $n=10$ ; 12-13 mo old (M),  $n=7$ ; 21-22 mo old (A),  $n=13$ ), and male C57BL/6 (2-3 mo old,  $n=8$ ; 23-24 mo old,  $n=8$ ). Findings were confirmed in additional studies of Y, M, and A BALB (male and female), and C57BL/6 (male) cohorts. These sample sizes were arrived at through both prior experience and the limitation of 32 available home cage monitoring stations for use. All mice within a given strain-age cohort were biological replicates; our experimental design obviated the need for technical replicates. Mice were singly-placed in low profile cages (Allentown PC10196HT, 48×26×15 cm) modified by addition of a specially-designed feeding chamber, lickometer, and niche. Cage assignment was randomized using a Latin-

squares design. All cohorts were habituated to the behavioral monitoring system for 5 days prior to study. Full details regarding the measurement and analytical capabilities of this system are beyond the scope of this text, but have been published [1, 2]. Briefly, the home cage monitoring system is capable of high spatial and temporal resolution of mouse locomotor, feeding, and drinking behavior. Each cage is balanced on a load-beam platform that can accurately determine mouse center-of-gravity to 1 cm spatial and 20 ms temporal resolution. Attempts to access an integrated food hopper are identified by the break pattern of an infrared photobeam. Mouse drinking patterns are identified by capacitance changes at the cage lick spout.

#### Home cage behavioral data quality control, classification, and analysis.

Investigators were not blinded to mouse cohort for these experiments; however, the automated nature of the behavioral quality control, classification, and analysis workflows minimized potential bias. Mouse behavioral data first underwent a brief user-guided quality control assessment to identify specific epochs (*e.g.* blocked photosensors, excessive position estimate drifts) or conditions (poor mouse health), where data may be unreliable. These epochs are removed from the dataset. Data loss from quality control is typically less than 1% of all data collected during an experiment. Automated behavioral classification algorithms then transform quality controlled sensor data to validated measures of feeding, drinking, and movement. Full explanations of these algorithms are available from Goulding and colleagues [1], and are briefly summarized here.

Feeding and drinking bouts are determined by modeling (for both the light and dark cycles) temporal and spatial properties of photobeam breaks and capacitive changes. Temporal properties are evaluated by creating a Gaussian mixture model of log-transformed inter-event interval durations (either photobeam or drinking) using estimation maximization (EM) methods. Spatial properties are evaluated by fitting bivariate Gaussian contours to the greatest distance achieved from the feeder or lick spout for each inter-event interval. Inter-event intervals contained within bivariate gaussians closest to the feeder or lick spout (fitted by kmeans) were assigned to occur at the respective device. A machine learning algorithm examines the gait speed and turning angle characteristics of all locomotor events not involving either the feeder or lickometer, and uses the distribution of these measures to determine if movements best conform to forward locomotion, movement in place, or no movement. We employ minimum bounding rectangles [3] (MBRs) to quantify

locomotor path weaving. Differences in MBRs were quantified by repeated measure ANOVA, with genotype as treatment factor, replicated for each animal over experimental days, and individual mice as covariates.

Following data classification and analysis, we examine family-wise error rate by false discovery [4], and quantify age-associated differences in 665 specific aspects of home cage behavior. To determine age-related differences over broad behavioral categories (feeding, drinking, locomotor, stopping, nonlocomotor movements), we employed an approach analogous to that used in comparing gene ontologies. We aggregated all measured behaviors into categories unambiguously associated with feeding, drinking, locomotion, stopping, and nonlocomotor movement. Measures that assessed two behaviors simultaneously (*e.g.* states containing both locomotion and activity) were included in both categories. We counted how many differential behaviors (criteria  $p < 0.05$  by t-test FDR) occurred in each category (*e.g.* our observed distribution). We generated an expected distribution by randomly selecting the same number of significant differential behaviors from the entire behavior list (without replacement, 10 permutation trials performed), and counting how many behaviors occurred in each category as above. A  $\chi^2$  statistic was then calculated from the observed and expected number of differentially expressed behaviors. All data analyses were performed in MATLAB (Mathworks, Natick, MA).

### Metabolic assays

Dual energy X-ray absorptiometry (DEXA) studies were performed by standard protocol (modified from mutant mouse phenotyping center [www.mmpc.org/shared/showFile.aspx?doctypeid=3&docid=104](http://www.mmpc.org/shared/showFile.aspx?doctypeid=3&docid=104) and Whitelabs [www.whitelabs.org/Lab%20Protocols/live%20animal%20protocols/DEXA%20scanning%20protocol.htm](http://www.whitelabs.org/Lab%20Protocols/live%20animal%20protocols/DEXA%20scanning%20protocol.htm)) using inhalational isoflurane anesthesia, a PIXImus scanner (GE Lunar, Inside/Outside Inc., WI), and Piximus 2.10 software. We chose the abdomen below the diaphragm (not including limbs or tail) as our region of interest for quantification. Our indirect calorimetry system (open circuit system; Oxymax Equal Flow, Columbus Instruments, OH) consisted of an air pump, CO<sub>2</sub> sensor (range 0%-0.8%; resolution 0.002% CO<sub>2</sub>; drift <20 ppm CO<sub>2</sub>/hr), paramagnetic O<sub>2</sub> sensor (range 0-100%; resolution 0.002% of specified range; drift <0.06% of specified range per 24 hrs), air dryer, controller, 8 hermetically sealed indirect calorimetry chambers (20.1×10.2×12.7 cm<sup>3</sup>, part 760M-D8, Columbus Instruments), chamber photocell bracket (1.27 cm between photocells), photocell controller

(Opto M3, Columbus Instruments), and software (Oxymax for Windows 4.49) running on dedicated hardware. Indirect calorimetry measures were taken per standard protocol (per MMPc, [www.mmpc.org/shared/showFile.aspx?doctypeid=3&docid=194](http://www.mmpc.org/shared/showFile.aspx?doctypeid=3&docid=194)). Briefly, mice were fasted between 9:00 AM and 1:00 PM on the testing day. The system was turned on at 9:00 AM, and given 3 hrs to equilibrate before calibration. Calibration gases were 100% N<sub>2</sub> and a mixture of 0.5% CO<sub>2</sub>/20% O<sub>2</sub>/79.5% N<sub>2</sub> (span). Each station serially cycled through 5 min of data acquisition for the duration of data collection (1:00 PM to 5:00 PM). To determine basal metabolic rate, we averaged values obtained from the three epochs (15 min total) where each mouse demonstrated the least activity (as measured by horizontal photobeam breaks). Conversely, to determine activity-associated metabolic rate, we averaged values obtained from the three epochs where each mouse had the greatest activity. We performed ANCOVA analysis to determine significant differences in metabolic parameters ( $\dot{V}O_2$ ,  $\dot{D}O_2$ ,  $O_{2out}$ ,  $\dot{V}CO_2$ ,  $\dot{D}CO_2$ ,  $CO_{2out}$ , heat generated) as a function of body adiposity [5]. Bonferroni-corrected two-tailed t-tests were used to assess for differences in remaining DEXA parameters: bone mass density (BMD), bone mineral content (BMC), bone area (BArea), tissue area (TArea), ratio of soft tissue attenuation (RSA), total tissue mass (TTM), percent adiposity, and weight.

Cohort sizes were determined by power analysis to detect >10% difference in adiposity between cohorts. Cohort sizes for the depicted experiment (Supplemental Figure 2A) were Y ( $n=10$ ), M ( $n=9$ ), A ( $n=10$ ). A pilot experiment (with slightly smaller cohort  $n$ ) yielded the same findings. All members within a cohort represented biological replicates. Investigators were not blinded to mouse age when placing mice in the calorimetry chambers; however, the automated nature of data measurement and workflow minimized potential bias. Mice were randomly assigned to the order they received DEXA scanning and the calorimetry chamber where they were placed.

### RNA sample preparation

RNA was purified by well-established methods (RNAqueous and RNALater, Ambion, for tissue samples;  $\mu$ MACS, Miltenyi, for cell suspension samples), and underwent extensive quality control to assure that only samples meeting stringent standards for purity and minimal degradation would be tested. We used a TissueLyser II (Qiagen, Valencia CA) and a Qiacube (Qiagen) for tissue sample dissociation and RNA purification to limit variability in yield and degradation. Samples were assayed for RNA

concentration and purity (NanoDrop II, Thermo, Waltham MA) and degradation (BioAnalyzer 2100, Agilent Technologies). Samples with A260/A280 ratios less than 1.8 were unsuitable for analysis secondary to RNA contamination. Samples with larger 18S instead of 28S peaks were unsuitable for microarray analysis secondary to RNA degradation. For microarray studies, RNA labeling, hybridization, and scanning was performed per manufacturer directions ([www.agilent.com/chem/dnamanuals-protocols](http://www.agilent.com/chem/dnamanuals-protocols)).

### Human cerebellar autopsy gifts

Gift cerebellar tissue from autopsy donations was obtained from the UNMC brain bank. Post mortem samples were collected within 24 hours of death by the Department of Neuropathology, and snap frozen in liquid nitrogen. All brain samples were confirmed by light microscopy techniques to have no ongoing neurodegenerative processes. Cause of death was obtained from medical records; we excluded any samples where prolonged hypoxemia, stroke, disseminated coagulopathy/infectious agent, or head trauma preceded death. Samples with post mortem intervals > 24 hr were also excluded, as were samples displaying significant acidosis (pH<6.2). We identified 30 cases: young (32-46 y/o; *n*=10), middle-aged (61-69 y/o; *n*=10), and aged (79-99 y/o; *n*=10). For each group, all cases were biological replicates. We obtained 1 g of tissue from each case; tissue was blocked to include both molecular and internal granule cell layers, but exclude deep white matter or cerebellar nuclear structures. Each tissue was separated into 5 aliquots of 200 mg each and immersed in RNALater. Samples were homogenized (2 min, 30 Hz, 4 °C, Tissuelyzer II, Qiagen) and RNA purified as described above. 23 samples (8 young, 7 middle-aged, 8 aged) yielded cerebellar RNA with RIN>6 (BioAnalyzer 2300, Qiagen) [6]. No mobility or locomotor phenotype information was available for subjects enrolled in the brain bank.

### RT-qPCR measures of gene expression

RT-qPCR (*Taq* polymerase, SYBR green) was performed per standard protocol in 96 well plates. Master mix was prepared per manufacturer's instructions and primers (QuantiTect<sup>®</sup>, Qiagen) added at 0.5 µl/reaction. Samples were run in triplicate (Mastercycler ep *realplex*, Eppendorf). Technical replicates that did not amplify a PCR product were censored from the final dataset. Controls included (1) positive control, (2) no RT with RNA and master mix, and (3) no RNA with RT and master mix. Randomization was not required for this experiment.

RT-qPCR cycle was converted to relative gene expression by the comparative C<sub>T</sub> method [7]. MIQE checklists [8] for RT-qPCR experiments validating microarray studies and assaying microglial gene expression are provided in Supplemental Data. Sample sizes were arrived at through prior experience, and were designed such that any measure of gene expression derived from at least 5 biological replicates.

### Microarrays

Resources were available to perform microarray analysis on a randomly selected subset of male BALB and C57BL/6 mice after completion of home cage behavioral studies (2-3 mo old, *n*=7, 12-13 mo old, *n*=5, 20-21 mo old, *n*=6 for BALB hypothalamus; 2-3 mo old, *n*=5, 22-24 mo old, *n*=5 for C57BL/6 hypothalamus; 2-3 mo old, *n*=5, 12-13 mo old, *n*=6, 21-23 mo old *n*=4 for BALB cerebellum; 2-3 mo old, *n*=4, 12-13 mo old, *n*=2, 21-23 mo old, *n*=6 for C57BL/6 cerebellum). Prior to arraying, samples received one round of amplification per Agilent protocol. Samples were hybridized onto Agilent Whole Mouse Genome 4x44k arrays (G4122F, 07Aug2006, 014868, [www.chem.agilent.com/cag/bsp/arrayspecs\\_final.asp](http://www.chem.agilent.com/cag/bsp/arrayspecs_final.asp)). Of note, these arrays use 60-mer probes to detect 41,174 full length mouse genes and ESTs. Quality control measures (using Feature Extraction 9.1, Agilent Technologies) assessed chip performance across all samples and did not identify any outliers. 

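The scanner files name Feature Extraction 9.1 for BALB hypothalamus and later versions for C57BL/6 hypothalamus, for C57BL/6 cerebellum and for the arrays labelled BALB cerebellum. Each cohort was normalized and tested on its own, except for the interactions of strain and age and the region comparisons, which set cohorts read with different versions side by side.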

We used quantile normalization [9] to adjust all signal strengths for comparison. Sample sizes were arrived at through prior experience and in consultation with the Functional Genomics Core, and were designed to array at least 5 biological replicates for all study cohorts. Cohorts may ultimately have <5 biological replicates due to technical problems precluding use of specific samples. Two technical replicates were prepared for each experiment. No significant differences were appreciated across technical replicates; we randomly chose one of these replicates for further analysis. Technologists were blinded regarding mouse cohort throughout sample preparation and array hybridization/scanning. Cost constraints prevented repeating this entire experiment; however, RT-qPCR experiments (as described above) were used to validate array results.

### DEG identification

Following quality control, array data was analyzed using software packages (*limma*, *stat*) from the publicly available Bioconductor suite (version 1.9, running on R version 2.10, [www.bioconductor.org](http://www.bioconductor.org), [www.r-project.org](http://www.r-project.org)). These packages were used to calculate B [10] and FDR statistics to identify DEGs. These

methods differ in relative stringency. The B statistic has the least stringent multiple comparison criteria, and is thus likely to identify the most DEGs. 

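With the Benjamini-Hochberg adjusted limma p under 0.05 in place of B above 0, 13 genes were called in C57BL/6 cerebellum, all higher in aged mice. In BALB hypothalamus 132 were called, 124 higher and 8 lower in aged mice, and in C57BL/6 hypothalamus 1. Among the arrays labelled BALB cerebellum, where young and aged arrays differ in region genes, the adjusted p called 3661 genes and was the less stringent criterion.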

Criteria for determining differentially expressed genes are B values greater than zero, and  $p$  values for the FDR < 0.05.

### Classification of DEGs by ontology

Following DEG identification, we used currently accepted gene ontology-based methods for initial DEG functional characterization and to determine interactions between DEGs. We employed the publically available PANTHER ([www.pantherdb.org](http://www.pantherdb.org)) [11] and OntoExpress ([vortex.cs.wayne.edu/projects.htm](http://vortex.cs.wayne.edu/projects.htm)) [12] tools for these analyses. Parameters for PANTHER were as follows: Tools tab, Gene Expression Data Analysis link, Compare Gene Lists link, Select organism: Mus musculus; List type: Gene, Transcript, Protein and Alternative ID; Upload list: available upon request; Reference List: Mus musculus; Search options: GO Biological processes. Parameters for OntoExpress were as follows: Annotation database: ontotools database; Organism: mus musculus; Input file: available upon request; Input type: affymetrix probe id; Reference array: agilent technologies mouse genome, whole g4122f; Distribution: hypergeometric; Correction: fdr. Both tools yielded concordant results. We also used currently available genomic resources, including Information Hyperlinked over Proteins (iHOP; [www.ihop-net.org/UniPub/iHOP](http://www.ihop-net.org/UniPub/iHOP)), and Online Mendelian Inheritance in Man (OMIM, [www.ncbi.nlm.nih.gov/omim](http://www.ncbi.nlm.nih.gov/omim)) to manually curate gene functional data.

### Probability of differing CNS regions showing similar patterns of gene expression

Our statistical experts employed a bootstrapping based technique (implemented in R) to determine the probability that the C57BL/6 cerebellum and BALB hypothalamus would express the same 45 genes (as assessed by an Agilent 4x44K whole mouse genome platform) by chance (per Venn diagram, Figure 4). 

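No simulation was repeated here. With the 42000 features of the study's simulation as the background in a one-sided exact hypergeometric test, the overlap, the genes called in both C57BL/6 cerebellum and BALB hypothalamus, had p = 2.37e-89. That background holds features too dim to be tested.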

The R code we developed is as follows:

```
set.seed(1)
N=42000 # total number of genes
H=101 # condition 1
M=153 # condition 2
k=0
ID=NULL
for (i in 1:100000){
  Y=sample(N, H, replace=F)
  X=sample(N, M, replace=F)
  aa=length(intersect(Y,X))
  ID[i]=aa
```

```
if (aa>=45) #45 genes overlapped
k=k+1
}
Pvalue=(k/100000)*100
```

### Preparation of CNS single cell suspensions

Single cell suspensions (SCSs) of the hypothalamus and cerebellum were prepared using a commercially available papain-based enzymatic digestion kit (Worthington Biochemicals, Lakewood, NJ) following the method of Huettnner and Baughman [13]. Briefly, following sacrifice, CNS tissue was dissociated in solution containing Earle's Balanced Salt Solution (EBSS), papain, and EDTA, and placed in a 5% CO<sub>2</sub> incubator for 40 min at 37°. Tissue was thoroughly triturated into a suspension, filtered at 40 µm, and resuspended in EBSS/albumin ovomucoid inhibitor/DNAase. Cells were harvested from the pellet by density centrifugation. Sample sizes were arrived at by power analysis designed to detect two-fold or greater increases or decreases in gene expression. Estimates for sample mean and variance were derived from pilot experiments. Technicians and investigators were blinded to mouse cohort for SCS preparation.

### Microglial enrichment

We enriched the above SCS for microglia using a magnetic-bead based approach (Miltenyi Biotec, Auburn, CA). First, SCSs were mixed with anti-myelin magnetic beads (50 µl young cohort, 75 µl middle-aged cohort, 100 µl aged cohort, 130-094-544, Miltenyi), kept at 4° for 15 min, and filtered through an automatic magnetic cell sorter (autoMACS, DEPL05 setting, Miltenyi), keeping the flow-thru and discarding the bead-bound elements. The myelin-depleted SCSs were then mixed with anti-CD11B magnetic beads (10 µl, 130-093-634, Miltenyi), kept at 4° for 15 min, and twice-filtered through the autoMACS (POSSEL setting), now discarding the flow-thru and keeping the bead-bound elements. SCSs at this stage are both myelin-depleted and CD11B (presumptive microglia) enriched. Technicians and investigators were blinded to mouse cohort for microglial enrichment.

### RNA isolation from SCS

We employed magnetic bead separation to obtain mRNA from SCSs (Miltenyi). Briefly, SCSs after microglial enrichment underwent cell lysis, centrifugation, resuspension in lysis/binding buffer (high salt, 1% SDS), labeling with 50 µl oligo-dT magnetic beads (µMACS, 130-075-201, Miltenyi), and passage through a magnetic column. mRNA was then

washed with a low salt buffer and eluted into RNAase-free water. The beads capture messages possessing a 3' tail; smaller RNAs and immature or lncRNAs without a tail are discarded in the flow-thru.

### **Preparation of cerebellar ultrathin sections**

To measure synaptic counts at highest accuracy, we employed a modified array tomography protocol [14]. Fixed whole hemocerebellum tissues were washed 3 times in 0.1M PBS, 15 min each. Samples were dehydrated in a graded ethanol series (50%, 70%, 90%, 95%, 100%, 100%, 100%) for 15 min at each step. Samples were soaked in 2 changes of LR White™ (Structure Probe Inc., West Chester PA), 15 minutes each step. Tissues were soaked overnight in LR White™. The following day, tissues were placed in flat-bottomed embedding capsules containing fresh LR White™ and oriented for sectioning. A Pelco Biowave (Ted Pella, Inc., Redding CA) equipped with the Pelco Coldspot stage and Pelco SteadyTemp was used for the initial polymerization. Capsules were submerged in water and the initial polymerization carried out per the following steps: 250 watts for 1.5 hrs to cutoff temperature of 77 °C; 250 watts for 15 min to 80.7 °C; 250 watts for 15 min to 87.4 °C; 250 watts for 10 min to 90.1 °C. After initial polymerization, the blocks were placed in the embedding oven at 65 °C and left overnight. Sections were cut 90 nm thick using a diamond knife (Histo, DiATOME Inc., Hatfield PA) on an ultramicrotome (Ultracut, Leica Microsystems, Buffalo Grove IL). Sections were heat fixed to immune treated glass slides. Sample sizes were derived from prior experience, with specific care taken to ensure at least 5 biological replicates were obtained for each cohort. Randomization was not required for this experiment. Cost and time constraints prevented replication of these findings.

### **Preparation of hypothalamic thin sections**

Whole brains were cryoprotected following serial overnight immersion in 4% PFA. The next day, brains were rinsed in 20% sucrose followed by overnight immersion in 20% sucrose in 0.1M PBS. The following day, brains were transferred to fresh 20% sucrose in 0.1M PBS and kept at 4 °C for three days. Brains were flash frozen by slow immersion in isopentane on dry ice. Frozen tissue was stored at -80 °C until processing. Tissue was embedded in OCT Compound (4583, Sakura), and coronal 10 µm thick sections were cut on a cryostat (CM1850, Leica Microsystems; Buffalo Grove IL) between bregma -1.46 and -2.51. Sections (three per slide) were thaw-mounted onto glass slides (3800092

Blue, X-tra Thermal slides, Leica Microsystems) for immunostaining.

### **Immunocytochemistry for ultrathin section Vglut1, C3**

Slides were placed in slide holders and submerged into PBS/10% fetal bovine serum for 1 hr. After removing slides from chamber, a circle was drawn around the area containing tissue with a PAP pen (DAKO, Carpinteria CA) to keep antibody solution on tissue area. Primary antibodies were directed against Vglut1 (cerebellum), and C3. All antibodies were diluted in PBS/1% rabbit serum to the following concentrations: Vglut1 (polyclonal, host guinea pig, Millipore, #AB5905) 1:4000; C3 (polyclonal, host goat, MP Biomedicals, #55444), 1:400. We placed 50-60 µl of the diluted antibody mix to completely cover the tissue. Sections were incubated at room temp for 1 hr, then washed in fresh PBS 3 times for 10 min each. Secondary antibodies were diluted 1:250 in PBS/1% rabbit serum: AlexaFluor 555 goat anti-guinea pig IgG (H+L) (Invitrogen, #A21435), AlexaFluor 488 rabbit anti-goat IgG (H+L) (Invitrogen, #A11078). We used 50-60 µl of diluted secondary antibody mix to completely cover tissue. Sections were incubated at room temperature in the dark for 1 hour. Sections were washed in fresh PBS three times for 10 min each. 50-60 µl 4',6-diamidino-2-phenylindole (DAPI, Invitrogen) was added to each slide for 1 min. Slides were rinsed in PBS for 5 min, and then fixed using Prolong Gold Antifade Reagent (Invitrogen P36934). We placed the cover slip over the tissue and sealed all edges with nail polish. Slides were dried in a dark area for 30-45 min. Slides were stored at 4 °C short term or -80 °C long term.

### **Immunocytochemistry for thin section Vglut1, C3**

Slides were equilibrated to room temp for 30 min and then rinsed 3x with PBS for 10 min each. A circle was made around each tissue section with a PAP pen. 50 µl of 5% BSA plus 0.2% Triton X in PBS were applied to each tissue. Slides were then placed in a humidity chamber for 60 min. Primary antibody was diluted in 0.5% BSA and 0.05% Triton X in PBS at the following ratios: VGlut1 (Millipore, #AB5905) 1:4000, and C3 (clone 11H9, Abcam, Ab11862) 1:300. We placed 50-60 µl of diluted antibodies to completely cover the tissue. Slides were incubated at 4 °C overnight. The following day, slides were washed in fresh PBS in chamber 3 times for 10 min each. Secondary antibody was diluted in 0.5% BSA and 0.05% Triton X in PBS at the following ratios: AlexaFluor 488 goat anti-guinea pig IgG (H+L) (Invitrogen, #A11073) 1:250, and AlexaFluor 555 goat anti-rat IgG (H+L) (Invitrogen,

#A21434) 1:250. 50-60  $\mu$ l of diluted antibodies were pipetted to completely cover tissue. Slides were incubated at room temperature in the dark for 2 hours. Following secondary antibody incubation, slides were washed in fresh PBS 3 times for 10 min each. DAPI staining, slide fixing, coverslipping, and storage as described above.

### Immunocytochemical quantification

When imaging the cerebellum, we evaluated 6-13 nonoverlapping windows fully containing histologically identified internal granule cell layer. Specifically, for the BALB internal granule cell layer, we evaluated 34 windows from three 2-3 mo old mice and 32 windows from three 21-24 mo old mice. For the C57BL/6 internal granule cell layer, we evaluated 38 windows from four 2-3 mo old mice and 42 windows from four 21-24 mo old mice. Unless otherwise mentioned, we were able to simultaneously evaluate Vglut1 and C3 expression from the same slides. All cerebellar images were obtained on a Zeiss 710 confocal microscope (Oberkochen, Germany) under 40x objective with 4x zoom. When imaging the hypothalamus, we evaluated 4-6 nonoverlapping windows from sections at approximate bregma -1.49, -1.58, and -1.67. For the BALB arcuate nucleus we evaluated 81 windows from seven 2-3 mo old mice and 86 windows from seven 21-24 mo old mice (both C3 and Vglut1); for the C57BL/6 arcuate nucleus, we evaluated 57 windows from four 2-3 mo old mice and 70 windows from five 21-24 mo old mice. We simultaneously evaluated Vglut1 and C3 expression from the same slides. Standard atlas was used to determine position and approximate boundaries of the hypothalamic nuclei. All hypothalamic images were obtained on a Zeiss 710 confocal microscope under 40x objective/4x digital zoom (420462-9900 EC Plan Neofluar, Zeiss) with 1.3 oil DIC.

We used ImageJ to perform unbiased stereological analysis per accepted standards. In addition to the automated nature of this workflow, investigators were further blinded to mouse age when performing these quantifications. Images were exported as three-color TIF files. The global scale for the image windows taken at 40x with 4x zoom was set according to the objective, zoom, and resolution at 0.039  $\mu$ m for cerebellar images and 0.052  $\mu$ m for hypothalamus images. For each starting image (Supplemental Figure 5A), the rolling ball radius of the subtract background function was set to a value several times larger than the puncta of interest to visually evoke an adequate decrease in background signal (Supplemental Figure 5B). Each image was split into an RGB stack (Supplemental Figure 5C). The background subtraction value was set for each batch of

images (*i.e.* Young and Old Cerebellum Vglut). Next, the threshold was set for each batch of images visually where the fainter puncta were quantifiable while the brighter puncta remained distinct from surrounding puncta (Supplemental Figure 5D). The smooth function was used to blur the puncta boundaries (Supplemental Figure 5E), and convert the image to a binary format (Supplemental Figure 5F). To separate closely positioned puncta, the watershed function was used (Supplemental Figure 5G), adding a 1-pixel thick line between areas of apparent separation. Quantification was achieved using the Analyze Particles function controlling for particle size and circularity (Supplemental Figure 5H). To assess the accuracy of the counts visually, the masks feature was used (Supplemental Figure 5I). The number of puncta, total area of puncta, and average puncta size ( $\mu$ m<sup>2</sup>) were recorded for each image. Total count data (Vglut1, C3) was analyzed by 2-way ANOVA, with age and strain as primary factors, immunocytochemical processing run and subject number as covariates. Counts from the internal granule cell layer and arcuate nucleus were analyzed in separate 2-way ANOVAs. When required, *post hoc* testing between groups was by Bonferroni method.

### Manganese-enhanced MRI

Mice of strain BALB (5 young, 5 aged) and C57BL/6 (5 young, 7 aged) underwent MRI scanning before and after 4 daily *i.p.* injections of MnCl<sub>2</sub> (50 mM solution to dosage 60 mg/kg, daily *ip* injection). Mice were anesthetized with isoflurane (0.5 to 1.5 volume % to maintain respirations between 40-80/min) and laid on their stomach in a nonmagnetic holder with their heads secured by ear bars. Mice were scanned in a 7 T, 21 cm MRI system (Bruker, Billerica MA) with a custom surface coil as RF receiver. Coil characteristics have been previously published [15]. Sample sizes were arrived at by both prior experience and in consultation with the Small Animal Imaging Core. Cost constraints made it unfeasible to replicate this experiment.

How the deposited data were processed for this re-analysis (not part of the article)

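The series holds 104 samples of mouse brain RNA in 7 cohorts, each measured on an Agilent whole mouse genome array in 1 colour. The 4 cohorts of the study are C57BL/6 cerebellum, BALB hypothalamus, BALB cerebellum and C57BL/6 hypothalamus. The 3 cohorts outside the study are BALB striatum (3 young, 5 middle-aged and 5 aged mice), CBA hypothalamus (7 young, 5 middle-aged and 8 aged mice) and frontal cortex of female BALB mice (8 young and 8 old). The old frontal cortex mice were 15 to 16 months of age, younger than the aged mice of the other cohorts. Scanner output was used for 96 arrays. The other 8, all frontal cortex, were used only through the series table of values. Age group, strain and region were taken from the sample labels and the Supplemental Methods, and no array was moved to another group.

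The authors deposited the output of Agilent Feature Extraction, in which the intensity of each spot is a linear brightness from which the software had subtracted a local background. The authors also deposited a series table of log2 values, which matched the log2 of the spot medians after quantile normalization within a cohort. In that table 8 of 12 C57BL/6 cerebellum columns and 2 of 16 frontal cortex columns matched the scanner file of another array of the same age group (rank correlation of at least 0.9995), so their age groups were unaffected but their replicate numbers were not. The column of old frontal cortex array 5 matched no scanner file. The study names Feature Extraction 9.1, quantile normalization and limma. Its Figure 4 legend calls a gene differentially expressed at B above 0. Its Supplemental Methods list an FDR p under 0.05 beside that criterion.

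From the scanner files, control spots and spots marked as outliers were left out, the processed intensity was put on the log2 scale, spots of one probe were averaged, and the arrays of a cohort were quantile normalized. The probes numbered 41174 on the design of the study and 43674 on the design of the CBA hypothalamus and frontal cortex arrays. Of these, 22951 and 23185 were named through a RefSeq accession in a current gene table and the others kept the name in the file, which gave 28786 and 30993 gene names. The probes of Lilrb3 carry the current symbol Pirb and those of Emr1 the symbol Adgre1, and both are given under the study's names. A probe was tested when it was well above background on at least as many arrays of the groups compared as the smaller of them has. Models were fitted with lmFit and eBayes (prior proportion 0.01) over all age groups of a cohort. A gene was called when any of its probes had B above 0, and a gene named in the text is given by its brightest probe. Benjamini-Hochberg adjusted p-values are from limma unless another test is named. R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 were used. The limma fit was tested on simulated data in which 200 probes were changed by at least 2-fold. Of these, 84% were recovered in C57BL/6 cerebellum (34146 probes), 89.5% in BALB hypothalamus (27050 probes), 58.5% in BALB cerebellum (32296 probes) and 84% in C57BL/6 hypothalamus (34524 probes), with 11, 7, 17 and 13 false calls. Of the 2-fold changes, 72.6%, 80.6%, 33.7% and 73.1% were recovered in these cohorts. Smaller changes were not simulated, and normalization and filter were not part of the test. Each probe was drawn independently, so false calls among probes that vary together are not measured.

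The list of 35 immune genes is every gene the study names in its functional categories and predicted complexes. A list was summarised as its mean normalized log2 signal per array, each gene centred first, and compared between age groups with a two-sided exact permutation test, adjusted over 11 lists per cohort. The other lists were markers of microglia, T cells, B and plasma cells, red blood cells, choroid plexus, pituitary, astrocytes and oligodendrocytes, genes of excitatory synapses and genes induced by interferon. Lists of genes that mark cerebellum, thalamus, striatum and hypothalamus, and a region score over 200 probes per side, were added after the values had been seen. Of all these lists, the one of interferon-induced genes shares Lgals3bp with the immune list and the others share no gene with it. Set tests used camera and fry of limma. Families defined by gene symbols were tested with a one-sided Fisher's exact test, and overlaps of called genes with an exact hypergeometric test among the genes tested in both cohorts. A strain by age interaction was fitted within each region.

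Most genes named in the text followed a rule. Outside it stand the T cell genes Nkg7, Ccl5, Cd3d, Cd8a and Gzmk and the hemoglobin genes Hba-a1 and Hbb-b1. The thalamus genes Ntng1, Prkcd and Vav3 also stand outside it. The genes under the rule are the 35 immune genes, the mouse counterparts of the 9 genes in Figure 5 and the 3 control genes of Supplemental Figure 5. The rule also takes the gene of the synapse marker Vglut1. In each cohort it adds the 5 genes with the largest log2 difference among called genes whose aged and young arrays do not overlap. Y-linked genes, Xist and H2-Ea were used to check sex and strain, and gave values that fit the labels.

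The grouping, the tests and the following alternatives were set before the data were examined: scaling to the 75th percentile, normexp background correction (offset 50), no filter and a stricter filter on dim probes, only the arrays compared, an adjusted p under 0.05 alone or with a 3-fold change, eBayes with trend and robust, the slide as a random or a fixed block, a block on the replicate number, the authors' series values, probes in place of genes, all probes of a gene, a background of 42000 features, and each array left out in turn. A covariate made of cerebellum or thalamus genes was added later. For counts of called genes, up to 100 seeded splits of the arrays into groups of the same sizes were fitted as well.

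The number of arrays limits the precision. Median shares of probes well above background were 77.8% in striatum, 62.5% in CBA hypothalamus and 71.5% in frontal cortex. Left out were the RT-qPCR, microglial, imaging and behavioral measurements and all human data. The ontology and protein interaction tools of the study were not run.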

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

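The tests chosen only after the result was seen are the other splits for middle-aged mice and for the interactions, and all tests on region genes.

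Arrays were screened for values far from the rest of their group, with Dixon's test on 4 measures in up to 17 groups of 4 to 8 arrays, 63 tests in all. It found 11 such values, where chance, which picks about 1 in 20 groups, gives about 3.1. The tests are not independent, since the measures come from the same arrays and young BALB hypothalamus array 1 gives 3 of the 11. No biological explanation was tested for any single array. Young BALB hypothalamus array 1 had a median correlation of 0.959 with its group against 0.984 to 0.991 on the others, 90.1% of probes well above background against 61.8% to 71.3%, and a region score of -2.13 against -3.63 to -3.21. Its cerebellum gene list was at 8.21, within the range of 8.02 to 8.66 of its group, which argues against cerebellum tissue in that sample. Without this array the count of called genes went from 173 to 219, and the rise of the immune list was 0.97. In C57BL/6 hypothalamus, aged array 1 had a region score of -2.65 against -4.78 to -4.46, with a cerebellum gene list of 11.49 where the other aged arrays had 8.12 to 8.52. A mixed sample with some cerebellum is a candidate explanation for this array, and without it 0 genes remained called in its cohort. Young array 3 of the same cohort had 79.3% of probes well above background against 84.2% to 85.3%, and 1 gene was called without it.

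Among the arrays labelled BALB cerebellum, middle-aged array 2 had a median correlation of 0.926 (the others 0.979 to 0.990) and 87.2% of probes well above background (78.8% to 80.6%). Aged array 1 had a median correlation of 0.900 (0.961 to 0.971) and was the dimmest of the cohort, with a 75th percentile of 660 against a median of 2010. Leaving out aged array 1 gave 1879 called genes in place of 1659. Striatum aged array 3 had a median correlation of 0.953 (0.982 to 0.985), and its cerebellum gene list of 8.25 was the lowest of that cohort, where the other aged arrays reached 13.32. A low cerebellum list does not go against a striatum label. It is the other arrays of this cohort, at 12.39 to 13.32, whose cerebellum genes go against it. A mislabelled sample may lie behind the contrast, but which arrays carry a wrong label was not settled. Without aged array 3 the immune list differed by -0.37 between aged and young, in place of -0.08.

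CBA hypothalamus aged array 8 had an immune list mean of 8.63 where the other 7 aged arrays had 9.49 to 10.08, and a median correlation of 0.966 (0.982 to 0.989). It was as bright as its cohort, with a 75th percentile of 527 against a median of 524, so a dim array does not account for it. Its microglia markers were at 7.06, against a mean of 8.25 on young arrays. Less microglial RNA in that sample may explain it, for a reason not tested. Without this array 144 genes were called in place of 82 and the immune list rose by 0.61 in place of 0.48.

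The change with age differed between strains in cerebellum. For the interaction 840 genes had B above 0, a count that 1 of 100 reassignments of age within strain reached, the real one included, so chance can be excluded. The immune list differed by 0.96. Tissue argues for another reading than strain. The cerebellum gene list was 8.17 ± 0.26 (SD, n = 5) on the arrays labelled young BALB cerebellum, 8.50 ± 0.88 (n = 6) on those labelled middle-aged and 12.89 ± 0.44 (n = 4) on those labelled aged, against 12.37 ± 0.77 (n = 4) in young C57BL/6 cerebellum. The rise of 4.71 with the age label put all 4 aged arrays above every young one (exact permutation p = 0.00794, the smallest possible, adjusted 0.0397). All 9 genes of this list are among the 1659 called and the list was chosen after the values had been seen, so its rise is not independent of the count. The probes of the region score were chosen on C57BL/6 arrays alone, and the score was 2.60 to 3.60 on the aged and -0.88 to 0.40 on the young arrays. Thalamus genes were lower by 2.12 on the aged arrays of that cohort, from 11.74 to 9.62, striatum genes by 1.69 and hypothalamus genes by 1.89. A tissue other than cerebellum on the arrays labelled young and middle-aged may therefore lie behind the 1659 genes and the interaction, and an effect of strain or age in that cohort cannot be separated from it. Of 13 arrays labelled BALB striatum, 12 had a region score above 2. An exchange of the cerebellum and striatum labels could not be settled. The striatum gene list was 9.66 on the 11 arrays labelled young or middle-aged cerebellum and 10.16 on 28 hypothalamus arrays, a difference of -0.49, and no array is known to be striatum.

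The paper's text names no genes for middle-aged mice. In BALB hypothalamus 45 genes were called between middle-aged and young mice, which 6 of 100 splits reached, so chance cannot be excluded for the count. The count lay between 19 without middle-aged array 5 and 129 without young array 1. The immune list had risen by 0.36 (exact permutation p = 0.00126), to 10.35 ± 0.10 (SD, n = 5), between the levels of young and aged mice. In C57BL/6 cerebellum it was lower in middle-aged than in young mice, by -0.32 with 7 of 35 genes higher (exact permutation p = 0.2, with 2 middle-aged mice), and the difference between these cohorts was not tested. There 7 genes were called from only 2 middle-aged mice, and without middle-aged array 1 the count was 756, the lone array left being assumed to vary like the other groups. No splits were run with 2 mice, and 75th percentile scaling called 0 genes. Between the arrays labelled young and middle-aged BALB cerebellum 0 genes were called (limma, 170 at an unadjusted p under 0.05), a count that every one of 100 splits reaches by construction, and the immune list differed by -0.59 (exact permutation p = 0.0455). Among the arrays labelled BALB striatum it differed by -0.45 between middle-aged and young (exact permutation p = 0.0179, the smallest possible). The region genes of both cohorts go against their labels, with similar group means in the age groups compared here. The cerebellum gene list differed between middle-aged and young by 0.33 (exact permutation p = 0.47) and -0.06 (exact permutation p = 0.857), with every middle-aged array within 1.73 and 0.62 of its young mean, where young C57BL/6 cerebellum and hypothalamus differ by 4.17. This argues against cerebellum in one age group and another region in the other. Middle-aged arrays 2 and 5 of those labelled BALB cerebellum were at 9.29 and 9.90 on this list, above the young arrays (7.9 to 8.55). A smaller share of cerebellum in them stays open. Smaller differences in dissection and an effect of age stay open for both cohorts, in a tissue that the labels do not settle. These p-values were not adjusted for the number of cohorts.

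CBA hypothalamus, which the paper does not report, gave 82 called genes between aged and young mice, 63 higher and 19 lower, of which 68 changed less than 2-fold. As many were called in 7 of 100 splits, so chance cannot be excluded for the count. These splits ignored the slides, and all 5 slides of the cohort hold young and aged arrays. The immune list, which the study had not chosen on these arrays, rose by 0.48 from 9.12 ± 0.18 (SD, n = 7) to 9.60 ± 0.43 (n = 8), with 7 of 8 aged arrays above every young one (exact permutation p = 0.0194, adjusted 0.0534 over 11 lists), and in middle-aged mice by 0.22 (exact permutation p = 0.0253). Of its 32 genes measured 30 were higher and 8 called at their brightest probe, or 9 with Itgax, which was called by another probe and whose probes went opposite ways, and 13 were below 0.05 adjusted over the list alone, against 1 over all genes tested (limma). The called genes shared 34 with BALB hypothalamus, all higher in both, where chance gives 0.641 (exact hypergeometric p = 2.16e-51). Within slides the rise was 0.51 (exact permutation p = 0.037). Age stays among the open explanations, as do lymphocytes, since T cell markers rose by 0.28 (exact permutation p = 0.0151, adjusted 0.0534).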

How the results depend on the processing

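The tests with a covariate made of region genes were chosen only after the result was seen.

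For the main results, 211 alternative values other than those that leave out an array kept their direction and side of the threshold, 55 counts moved by over 1.5 times, and 1 value each reversed, became stronger and became weaker. The cause was not tested unless it is stated.

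The rise of the immune list held in size under the other settings, between 0.72 and 0.92 in C57BL/6 cerebellum and between 0.78 and 0.96 in BALB hypothalamus, and with an array left out between 0.73 and 0.93 and between 0.91 and 0.98. In the other cohorts it lay, with an array left out, between 0.12 and 0.56 in C57BL/6 hypothalamus, 0.40 and 0.61 in CBA hypothalamus and 0.08 and 0.32 in frontal cortex. For the arrays labelled BALB cerebellum it lay between -0.21 and 0.01, reversing to 0.00 without young array 4 and 0.01 without aged array 2. For those labelled BALB striatum it lay between -0.37 and 0.09, reversing to 0.02 without young array 3 and 0.09 without aged array 5. In frontal cortex the series values, which add 8 mice, gave 0.24, past the threshold of the permutation test.

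The count of called genes in C57BL/6 cerebellum, 92, became 13 with the adjusted p, 4 with a 3-fold change as well and 42 with a fixed slide block. Of the 92 genes, 74 remained with 75th percentile scaling, 82 with normexp, 79 with the series values and 35 with the fixed block. In BALB hypothalamus 173 became 21 with the 3-fold change, and 126, 130, 120 and 124 of the genes remained under the same settings. Of the 173 genes 14 were lower in aged mice, against 34 of 178 with the fixed block and 21 of 156 with 75th percentile scaling. For the arrays labelled BALB cerebellum 1659 became 3661 with the adjusted p, 1032 with only the arrays compared, 750 with a fixed slide block and 0 with the cerebellum covariate, which the groups' difference in that list fixes. Under this covariate the differences of Gabra6 (-7.26), Crtam (-2.17), Cbln3 (-1.70) and Mybpc3 (-2.28) reversed. In C57BL/6 hypothalamus 34 became 1 with the adjusted p, 0 with the 3-fold change, 22 with 75th percentile scaling, 21 without a filter, 58 with trend and robust, 149 with a random and 18 with a fixed slide block, and 0 with the thalamus covariate. In CBA hypothalamus 82 became 27 with the adjusted p, 2 with the 3-fold change and 49 with only the arrays compared. Frontal cortex went from 0 (limma, 1358 genes at an unadjusted p under 0.05) to 25 with a random slide block, 40 with a fixed one and 21 with the series values. Striatum stayed at 0 (limma, 161 genes at an unadjusted p under 0.05) in every setting, as did the middle-aged arrays labelled BALB cerebellum.

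For middle-aged C57BL/6 cerebellum 7 became 0 with the adjusted p, with the 3-fold change, with 75th percentile scaling, with normexp and with trend and robust, 21 without a filter, 12 with only the arrays compared and 18 with a fixed slide block. For middle-aged BALB hypothalamus 45 became 6 with the adjusted p, 2 with the 3-fold change, 27 with normexp, 14 with a fixed slide block and 13 with the series values. Of these 45 genes 38 were higher and 7 lower, against 25 and 27 with 75th percentile scaling, 20 and 7 with normexp and 8 and 5 with the series values, so their direction rests on the scaling.

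The overlap of C57BL/6 cerebellum and BALB hypothalamus went from 46 to 18 with a fixed slide block and 5 with the adjusted p. That of the arrays labelled BALB cerebellum and C57BL/6 hypothalamus went from 16 to 8 without a filter, 27 with trend and robust, 49 with a random slide block, 1 with a fixed one and 1 with the adjusted p. The cerebellum interaction went from 840 to 1576 with the adjusted p. The hypothalamus interaction went from 0 (limma, 1518 genes at an unadjusted p under 0.05) to 1 with the stricter filter, 4 with trend and robust, 21 with a random slide block and 5 with the series values. With the adjusted p, 2 gene families in place of 5 were past the threshold in C57BL/6 cerebellum, where fewer genes were called.

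Replicate numbers were not found to pair the mice. Deviations of arrays with the same number had correlations between -0.07 and 0.05 in C57BL/6 cerebellum, -0.05 and 0.41 in BALB hypothalamus, -0.36 and 0.16 in BALB cerebellum, -0.46 and 0.05 in C57BL/6 hypothalamus, -0.24 and 0.59 in striatum and -0.17 and 0.56 in CBA hypothalamus. In frontal cortex the only 2 pairs had 0.25 and 0.82, too few to settle whether the numbers pair those mice. The replicate block gave 0 called genes in C57BL/6 cerebellum, 927 among the arrays labelled BALB cerebellum, 0 in C57BL/6 hypothalamus, 130 in CBA hypothalamus, 22 in middle-aged BALB hypothalamus and 0 in both overlaps. The immune list in C57BL/6 cerebellum was 0.82 (exact permutation p = 0.125, where the smallest possible is 0.0625), and in the arrays labelled BALB striatum 0.24. It moved no other count of called genes by over 1.5 times and changed no other call on the immune list.

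With each array left out in turn, the counts were 18 to 129 in C57BL/6 cerebellum (18 without young array 4, 30 without young array 2, 53 without aged array 3 and 55 without aged array 2 or 5), 124 to 219 in BALB hypothalamus, 1168 to 2220 for the arrays labelled BALB cerebellum, 0 to 75 in C57BL/6 hypothalamus, 0 to 0 in striatum, 53 to 144 in CBA hypothalamus (144 without aged array 8, 53 without young array 3 and 54 without young array 6) and 0 to 24 in frontal cortex (24 without young array 8). In C57BL/6 hypothalamus 0 was reached without young array 1 or 5 or aged array 1, 2 or 5, 1 without young array 3, 5 without aged array 4, 16 without young array 4, 73 without young array 2 and 75 without aged array 3. The counts were 0 to 756 in middle-aged C57BL/6 cerebellum (756 without middle-aged array 1, 14 without middle-aged array 2, 16 without young array 2 and 0 without another young array), 19 to 129 in middle-aged BALB hypothalamus (129 without young array 1, 118 without young array 4, 19 to 27 without young array 6 or 7 or middle-aged array 1, 2, 4 or 5) and 0 to 0 for middle-aged BALB cerebellum. The overlaps were 7 to 50 for C57BL/6 cerebellum and BALB hypothalamus (7 without young array 4, 11 without young array 2 and 24 to 27 without aged array 2, 3 or 5 of C57BL/6 cerebellum) and 0 to 29 for the other pair (29 without young array 2 or aged array 3 of C57BL/6 hypothalamus, 4 without its young array 4, 1 without its aged array 4 and 0 without another array of it). The interactions were 593 to 1361 in cerebellum (1361 without aged BALB array 4) and 0 to 30 in hypothalamus (30 without aged BALB array 6, 27 without young C57BL/6 array 4, 20 without young BALB array 1, 7 without aged C57BL/6 array 4, 2 without young C57BL/6 array 2 or aged array 3, and 1 without young BALB array 2 or 4 or aged array 5). Of the marker lists over all cohorts, 3 to 8 differed with age, against 6 with all arrays. The 3 without any 1 of the arrays labelled young or aged BALB cerebellum say nothing about stability, since the smallest p that remains cannot pass the adjustment for its 3 lists.

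For single genes, 1083 values kept their direction and side of the threshold under other settings, 191 lost the call, 27 gained it, 4 reversed (the genes named above under the cerebellum covariate) and 9 of uncalled genes changed sign or reached 0. With an array left out 962 kept them, 182 lost the call, 12 gained it and 16 of uncalled genes changed sign or reached 0. These uncalled genes were Anxa4, Clock and Slc17a7 in C57BL/6 cerebellum and Drd2 and Slc17a7 in BALB hypothalamus. Dim genes set a limit. The median share of probes well above background was 68.0% in BALB hypothalamus and 62.5% in CBA hypothalamus, so fewer genes could be tested there. Median signal over background was 4.69 on aged array 1 of those labelled BALB cerebellum and 13.6 to 15.8 on the other aged ones.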

Differences from the paper's values

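The tests with a covariate made of cerebellum genes were chosen only after the result was seen.

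For BALB cerebellum the paper gives 795 DEGs in its supplement and 1659 were called here among the arrays with that label. Of the alternatives set before the data were examined, 1032 with only the arrays compared, 750 with the slide as a fixed block and 927 with the replicate block lie within 1.5 times the paper's count. All the others, from 1240 with a 3-fold change to 3661 with the adjusted p alone, do not. At an adjusted p under 0.05 with a 3-fold change the paper's supplement itself lists 985 loci, which the 1240 genes here match within 1.5 times. With an array left out, 1168 without aged array 2 also does. The paper gives 388 of these as upregulated and 708 were higher here. The 3-fold change (526), only the arrays compared (488), the fixed slide block (338) and the replicate block (415) come within 1.5 times, as does leaving out young array 1, 3 or 5 or aged array 2, and no other alternative does.

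For C57BL/6 hypothalamus the paper gives 95 DEGs, 79 upregulated, and here 34 were called, all higher. With all arrays no alternative comes within 1.5 times of the paper's 95, the counts lying between 0 and 149. For the upregulated genes only eBayes with trend and robust does, with 56. Leaving out young array 2 or aged array 3, with 73 and 75 DEGs, comes within 1.5 times for both.

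For the overlap of these cohorts the paper gives 27 genes and 16 were shared here. Of the alternatives set before the data were examined, eBayes with trend and robust gave 27, normexp 21, the stricter filter 21 and the authors' series values 23, and all come within 1.5 times. So does leaving out young array 2 or aged array 3 of C57BL/6 hypothalamus, with 29 each, or aged array 3 of those labelled BALB cerebellum, with 18. With all arrays the other settings stay further away: 11 with 75th percentile scaling, 8 without a filter, 49 with a random slide block, 1 with a fixed one, 0 with the replicate block, 1 with the adjusted p, and 16 with only the arrays compared or with the larger background. All 16 went in opposite directions here.

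The paper's 101 DEGs with 100 upregulated in C57BL/6 cerebellum stand beside 92 and 90 here, and the authors' series values gave 101 and 100. The covariate of cerebellum genes, chosen after seeing the values, also gave 101. In BALB hypothalamus the paper's 153 DEGs with 113 upregulated stand beside 173 and 159 here, within 1.5 times for both, so that fewer genes were lower here than in the paper. With the slide as a fixed block 178 were called, 144 of them higher.

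Single genes differ as well. The paper states that mouse counterparts of the genes in Figure 5 were differentially expressed in aged C57BL/6 cerebellum. Here 8 of these 9 genes were higher there and 5 of 9 were called. Spp1 was lower in aged C57BL/6 cerebellum here (-0.32), as it was in the other settings with all arrays (-0.36 to -0.24) and with each array left out. C3, H2-K1 and Pcdhb14 were higher but not called in C57BL/6 cerebellum. C3 was called there with normexp, with eBayes trend and robust, with the series values and without young array 3. H2-K1 was called with normexp, with trend and robust, with the fixed slide block and without aged array 6. Pcdhb14 and Spp1 were called in no setting.

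Of the 35 immune genes the paper names, 23 were called in C57BL/6 cerebellum by any probe, and 30 in BALB hypothalamus, 29 of them at their brightest probe and H2-K1 by another. The paper's text does not say for each gene in which region it was called. It refers to lists by region in Supplemental Table 2, which were not compared here. In C57BL/6 cerebellum, C1qa was called with 75th percentile scaling, normexp, the stricter filter, trend and robust and without young array 1. Fcer1g was called with normexp, trend and robust, the series values and without young array 1, Emr1 with normexp, the series values and without young array 1, and Ctss and Ly86 without young array 1. These 5 genes were also called with the covariate chosen after seeing the values. In BALB hypothalamus, Ccl12 was called with normexp, the series values and without young array 6 or aged array 2, and S100a4 with normexp, trend and robust, the series values and without aged array 2. Ms4a6d was called with 75th percentile scaling, Igsf6 with only the arrays compared and without young array 1, and the brightest H2-K1 probe without young array 1. Fcgr3, Ms4a6d, Igsf6 and Anxa4 in C57BL/6 cerebellum and Lgals3bp in BALB hypothalamus were called in no setting.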

Other observations

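The tests on region genes, the covariates made of region genes, and the tests of blood, choroid plexus, T cells or B and plasma cells as the whole cause were chosen only after the result was seen.

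Whether the counts of called genes could come from chance was tested with other splits of the same arrays. As many genes were called in 3 of 100 splits in C57BL/6 cerebellum, in 2 of 100 in BALB hypothalamus and in 1 of 100 among the arrays labelled BALB cerebellum, the real one included. Each share is under 0.05, without adjustment over the 11 counts tested in this way, so chance is an unlikely source of these counts, although single splits reached 121 genes in C57BL/6 cerebellum and 212 in BALB hypothalamus. It cannot be excluded for C57BL/6 hypothalamus (11 of 100). None of these splits kept to the slides, and in C57BL/6 hypothalamus each slide holds 1 young and 1 aged array of that cohort. With the slide as a block 149 (random) or 18 (fixed) genes were called there in place of 34. In striatum and frontal cortex, where 0 genes were called (limma, 161 and 1358 at an unadjusted p under 0.05), all 56 and all 35 splits gave as many, and so did 100 of 100 reassignments for the hypothalamus interaction, with 0 genes (limma, 1518 at an unadjusted p under 0.05). A count of 0 fixes this outcome, so nothing was tested there.

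The rise of the immune list in aged C57BL/6 cerebellum and BALB hypothalamus was weighed against technical explanations and against cell composition. More microglia with unchanged expression per cell would raise microglia markers alike. These 13 markers, none of which is in the immune list, rose by 0.14 (exact permutation p = 0.152) and 0.10 (exact permutation p = 0.25), and the immune list rose more by 0.70 (exact permutation p = 0.00476) and 0.86 (exact permutation p = 0.000583), which argues against that explanation as the whole cause. Within slides the rise was 0.85 (exact permutation p = 0.0278) and 0.92 (exact permutation p = 0.0208), each the smallest p possible, which argues against the slide. With region genes as a covariate it was 0.92 (permutation p = 0.00476) and 0.95 (permutation p = 0.000583), which argues against a different dissection of aged tissue, as far as these genes measure it.

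Blood could not be told apart from other causes in C57BL/6 cerebellum. Red blood cell markers rose there by 0.55 (exact permutation p = 0.0476, adjusted 0.105, 5 of 6 aged arrays above every young one), and the immune list rose more by 0.29 (exact permutation p = 0.305). The hemoglobin genes Hba-a1 and Hbb-b1, with mean log2 signals of 16.72 and 16.98, rose by 0.31 and 0.53. In BALB hypothalamus red blood cell markers rose by 0.05 (exact permutation p = 0.921) and the immune list by 0.90 more (exact permutation p = 0.0169), which argues against blood. Choroid plexus markers did not rise in C57BL/6 cerebellum (-0.87, exact permutation p = 0.276) and the immune list exceeded them by 1.71 (exact permutation p = 0.0476), which argues against that tissue. In BALB hypothalamus they rose by 0.30 (exact permutation p = 0.014, adjusted 0.077), so a small share of choroid plexus stays open, but the immune list rose by 0.64 more (exact permutation p = 0.00175), which argues against it as the whole cause.

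Lymphocytes are a candidate explanation for part of the rise in C57BL/6 cerebellum. T cell markers rose there by 0.71, with all 6 aged arrays above every young one (exact permutation p = 0.00476, adjusted 0.0175) and those of B and plasma cells by 0.22 (exact permutation p = 0.1). Of single T cell genes Nkg7 rose by 1.15 (B 2.89), Ccl5 by 1.17 at its brightest probe (B -0.65) and Cd3d by 1.04 (B -0.31). Cd8a rose by 1.71 (B -2.42) and Gzmk by 2.32 (B -1.03). Most of these T cell genes were at low signal. They lie above the median difference of the T cell list, which was 0.35 over 12 genes, 11 of them higher. In BALB hypothalamus T cell markers changed by 0.02 (exact permutation p = 0.921) and those of B and plasma cells by 0.62 (exact permutation p = 0.039, adjusted 0.107), so lymphocytes as a whole stay open there. The immune list rose more than T cell markers by 0.94 (exact permutation p = 0.000583, 6 of 6 arrays), which argues against T cells as the whole cause, while it rose more than B and plasma cell markers by 0.34 (exact permutation p = 0.277), so these cells cannot be told apart from other causes. In C57BL/6 cerebellum it was the other way round, with 0.13 more than T cell markers (exact permutation p = 0.381) and 0.61 more than B and plasma cell markers (exact permutation p = 0.00476). Because of these open explanations the rise is not put down to a change within cells, and an effect of age itself stays open and untested.

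The other lists in these cohorts gave the following differences. Interferon-induced genes, which share Lgals3bp with the immune list, rose by 0.85 in C57BL/6 cerebellum (exact permutation p = 0.00476, adjusted 0.0175, 6 of 6 arrays) and 0.37 in BALB hypothalamus (exact permutation p = 0.0297, adjusted 0.107). Oligodendrocyte markers were lower in C57BL/6 cerebellum (-0.29, exact permutation p = 0.00952, adjusted 0.0262, 5 of 6 aged arrays below every young one), a difference not seen in BALB hypothalamus (-0.04, exact permutation p = 0.778) and not tested between the cohorts. Astrocyte markers (0.12, exact permutation p = 0.0762, and 0.16, exact permutation p = 0.095), pituitary markers (0.48, exact permutation p = 0.39, and 0.50, exact permutation p = 0.792) and genes of excitatory synapses (0.00, exact permutation p = 0.952, and -0.05, exact permutation p = 0.727) were not past 0.05. Slc17a7, which encodes Vglut1, differed by -0.15 in C57BL/6 cerebellum (limma adjusted p = 0.927) and by -0.10 in BALB hypothalamus (limma adjusted p = 0.989), where it was well above background on 4 of 6 aged arrays and its sign changed with the slide as a block, with the thalamus covariate and with some arrays left out. These are RNA levels of whole tissue, while the paper counted Vglut1 protein puncta in the internal granule cell layer and the arcuate nucleus. They therefore do not test the paper's puncta counts. The control genes Clock, Drd2 and Lpl were called in neither cohort. Among the arrays labelled BALB cerebellum, microglia (-1.15), oligodendrocyte (-1.32) and excitatory synapse lists (-0.53) were lower on the aged ones (exact permutation p = 0.00794 each), where the tissue also differs.

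The rise of the immune list by camera with its preset correlation held under fry and under an estimated correlation in C57BL/6 cerebellum, BALB hypothalamus and CBA hypothalamus. It did not hold in C57BL/6 hypothalamus or in frontal cortex, where the old mice were only 15 to 16 months of age.

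In C57BL/6 hypothalamus more thalamus in the aged dissections may lie behind part of the 34 called genes. Thalamus genes were higher by 1.16 on the aged arrays (exact permutation p = 0.0159, adjusted 0.0636, 4 of 5 above every young one), and with that list as a covariate 0 genes were called (limma). The list was chosen after the values had been seen, and 3 of its 10 genes (Ntng1, Prkcd and Vav3) are themselves among the 34, so both values are partly fixed by the pattern. The 7 others rose by 1.01 (exact permutation p = 0.0159, 4 of 5 above every young one). The covariate also follows the age groups, so thalamus and age cannot be told apart. The genes named by size there, among called genes whose aged and young arrays did not overlap, were Tnnt1 (2.41), Cd247 (2.32), Ramp3 (2.31), Grid2ip (2.06) and Aox4 (2.03). Of the 5 young arrays, Cd247 was well above background on 4 and Aox4 on 1. Cerebellum, striatum and hypothalamus genes differed there by 0.70 (exact permutation p = 0.349), -0.25 (exact permutation p = 0.206) and -0.22 (exact permutation p = 0.143). Among the arrays labelled BALB cerebellum the genes named by this rule were Gabra6 (9.76), Crtam (8.39), Cbln3 (at least 156-fold), Slc6a3 (-7.22) and Mybpc3 (7.16). Gabra6 was well above background on 4 of 5 young arrays, where it ran from 1.80 to 7.75, so the size of its difference is uncertain. In that cohort 71 of 261 genes of neuronal channels and receptors were called. In CBA hypothalamus the rule gave Ccl4 (2.60), Pcdhb2 (1.29), ENSMUST00000003582 (1.18), Trim54 (1.15) and 2010016I18Rik (0.81). Ccl4 and Pcdhb2 were well above background on 2 of 7 young arrays.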
